# TGFBR3 inhibits progression of papillary thyroid cancer by inhibiting the PI3K/AKT pathway and EMT

**DOI:** 10.1530/EC-24-0270

**Published:** 2024-11-21

**Authors:** Hanrong Zhang, Junxin Chen, Xin Chen, Chuimian Zeng, Pengyuan Zhang, Jiewen Jin, Haipeng Xiao, Yanbing Li, Hongyu Guan, Hai Li

**Keywords:** TGFBR3, invasion, papillary thyroid cancer, PI3K/AKT pathway, EMT

## Abstract

**Background:**

Transforming growth factor beta receptor III (TGFBR3) has been shown to play a tumor-suppressive role in a variety of cancers. However, its role in papillary thyroid cancer (PTC) remains unknown.

**Method:**

TGFBR3 expression levels in PTC were analyzed utilizing The Cancer Genome Atlas (TCGA) and Gene Expression Omnibus (GEO) databases. Edu, wound healing, and Transwell assays were used to evaluate cell proliferation, migration, and invasion. Transcriptome sequencing, quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR), and Western blotting were used to detect the underlying mechanism of TGFBR3 in PTC progression.

**Result:**

This study demonstrated that TGFBR3 expression was significantly down-regulated in PTC compared to normal thyroid tissues. Low expression of TGFBR3 was associated with poor prognosis of patients with PTC. Furthermore, TGFBR3 expression positively correlated with thyroid differentiation score. In investigating the biological impact of TGFBR3 overexpression in PTC cell lines, we found that the proliferation, migration, and invasion of PTC cells were significantly inhibited in response to TGFBR3 overexpression. Moreover, we also demonstrated that overexpression of TGFBR3 inhibited the PI3K/AKT pathway and epithelial-mesenchymal transformation processes. Lastly, TGFBR3 expression was found to be involved in tumor immune infiltration, highlighting its potential influence on immune dynamics within the tumor microenvironment in PTC.

**Conclusion:**

TGFBR3 plays a tumor-suppressive role in PTC progression by inhibiting the PI3K/AKT pathway and epithelial mesenchymal transformation.

## Introduction

Thyroid cancer is the most common endocrine-related malignancy, with the seventh highest incidence among all cancers worldwide, whose incidence has increased significantly worldwide in recent decades (1, 2). The pathologic types of thyroid cancer include papillary thyroid cancer (PTC), follicular thyroid cancer (FTC), medullary thyroid cancer (MTC), and anaplastic thyroid cancer (ATC). PTC is the most common type, accounting for about 85% of cases (3). Although most PTC patients have a relatively good prognosis with a 98.5% five-year survival rate (4), some cases have high rates of distant organ or lymph node metastasis and recurrence, which is associated with poor prognosis (5, 6). The tumorigenesis and development of thyroid cancer involve multiple genetic and epigenetic alterations, among which the activation of MAPK and PI3K-AKT signaling pathways play fundamental roles in the molecular pathogenesis of thyroid cancer (7, 8). Additionally, other signaling pathways, such as transforming growth factor β (TGF-β), nuclear factor kappa-B (NF-κB), and Wnt/β-catenin signaling, also significantly contribute to the development and progression of thyroid cancer (7, 9). Considering the complexity of these pathways and their interactions, it is important to study how they affect the progression of PTC and the regulatory mechanisms involved.

Accumulating evidence has demonstrated the impact of TGF-β pathway activation in PTC. For instance, Brace et al. investigated the expression of TGF-β in thyroid nodules, revealing that TGF-β1 is significantly elevated in PTC compared to benign nodules, while TGF-β2 levels remain unchanged (10). Garcia-Rendueles revealed that the oncoprotein p27 alters TGF-β’s effects in PTC, leading to low proliferation and increased metastasis (9). Moreover, poorly circumscribed PTC is significantly associated with nodal metastases, especially in cases exhibiting high levels of TGF-β expression (11). However, the expression patterns of the TGF-β signaling pathway in PTC, its clinical significance, and its roles in disease progression are still not well understood.

TGF-β receptor 3 (TGFBR3) cannot phosphorylate, yet, it exhibits a strong binding capacity for all three variants of TGF-β. Moreover, the extracellular section of TGFBR3 can undergo a process of cleavage, resulting in a soluble extracellular fragment (sTGFBR3) which acts as a counteractive agent to TGF-β, blocking its interaction with TGFBR2. The intracellular segment of TGFBR3 is capable of interacting with other proteins (12). TGFBR3 has been identified as a tumor suppressor in a variety of cancers (13, 14, 15). Loss of TGFBR3 has been reported to promote the proliferation and metastasis of renal clear cell carcinoma (16). Another study showed that TGFBR3 can inhibit the proliferation and migration of bladder cancer cells (17). Other studies have shown that TGFBR3 plays a tumor-suppressive role in cervical cancer (18), head and neck cancer (19), lung cancer (20), breast cancer (21), etc. Currently, only a few studies have focused on the role of TGFBR3 in thyroid cancer, which merely identified TGFBR3 as a diagnostic or prognostic biomarker (22, 23). Our study aims to investigate the biological function of TGFBR3 in PTC and the underlying mechanisms.

## Materials and methods

### Cell culture

The PTC cell lines BCPAP, KTC1, and TPC1 were purchased from the Cell Bank of Type Culture Collection of the Chinese Academy of Sciences. The above cell lines have been verified by short tandem repeat (STR) DNA profiling (24), which were mycoplasma-free. These cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco, USA) supplemented with 10% fetal bovine serum (FBS, Gibco), streptomycin (100 mg/mL) (Gibco), and penicillin sodium (100 U/mL) (Gibco) at 37°C in a humidified atmosphere with 5% CO_2_.

### Patients and tissue collection

We collected the cancer and adjacent tissues of ten patients diagnosed with PTC pathologically. The samples were placed in liquid nitrogen immediately after excision for further investigation. Ethical approval from the Institutional Research Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University and informed consent from all patients were obtained.

### Vectors and retroviral transfection

TGFBR3 overexpressing plasmid CMV-TGFBR3-Flag-SV40-eGFP-IRES-puro and empty control plasmid CMV-Flag-SV40-eGFP-IRES-puro were purchased from GeneCopoeia. BCPAP and KTC1 cells were infected with a lentivirus mixture prepared in advance for 48 h. The stable cell lines were selected with puromycin for 2 weeks. Western blotting was used to detect the protein expression level of TGFBR3 in transfected cells and evaluate the transfection efficiency.

### Transient trasfection

The siRNAs for TGFBR3 (TGFBR3-si-1, 5′-GGAGATGCTTCCCTGTTCA-3′; MMP9-si-2, 5′-GGGCCATGATGCAGAATAA-3′) were designed and synthesized by RiboBio Co. (Guangzhou, China). EndoFectin Max transfection reagent (GeneCopoeia, China) was used for transient transfection.

### RNA sequencing

Transcriptome sequencing and bioinformatics analysis of the samples were conducted by Shanghai Liebing Information Technology Co., LTD. Transcriptome sequencing was conducted by a commercial service (Novelbio, China). Total RNA was extracted from the samples using TRIzol reagent (Invitrogen) separately. The cDNA libraries were constructed for each RNA sample using the TruSeq Stranded mRNA Library Prep Kit (Illumina, Inc.) according to the manufacturer’s instructions. Purified first-strand cDNA was enriched by PCR to create the cDNA libraries. The libraries were quality-controlled with Agilent 2200 and sequenced by NovaSeq 6000 on a 150 bp paired-end run.

### Accession number

RNA sequencing data described in this article have been uploaded to the Gene Expression Omnibus (GEO) database. It can be accessed through GEO accession number GSE265794.

### RNA extraction and quantitative real-time polymerase chain reaction

Total RNAs were extracted using TRIzol (Invitrogen). cDNA synthesis was performed with 1 μg of total RNA as the template using GoScript™ Reverse Transcription Mix, Oligo (dT) (Promega, USA). Quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR) assay was performed on a QuantStudio™ 5 system. Specific primers were designed using Primer5.0 software and BLAST tested. All reactions were repeated three times, with GAPDH as the internal control. The relative expression of the indicated genes was calculated using the 2^−ΔΔct^ method. Primer sequences are listed in Supplementary Table 1 (see section on supplementary materials given at the end of this article).

### Western blotting

The indicated cells were lysed in radioimmunoprecipitation assay buffer (RIPA, Beyotime, China) supplemented with protease and phosphatase inhibitor cocktail (Epizyme, China). Bicinchoninic acid assay (BCA, Biosharp, China) was used to detect protein concentration. The proteins were separated using 10% SDS-PAGE (Epizyme) and transferred to a PVDF membrane (Millipore, USA). These membranes were blocked with 5% buttermilk at room temperature for 1 h prior to incubation with primary antibody. The immunoblot signal was visualized using the enhanced chemiluminescence (ECL) detection kit (Millipore, USA). The primary antibodies used are listed in Supplementary Table 2.

### EdU assay

The EdU incorporation assay was performed according to the manufacturer’s instructions (KeyGen BioTECH, China). The nuclei were stained with Hoechst 33342. Cells were observed under a fluorescence microscope (Olympus, Tokyo, Japan). The EdU-positive cell rate was measured by ImageJ software (NIH, USA). Each experiment was repeated three times.

### Wound-healing assay

The indicated cells were placed in six-well plates. When 90–95% confluence was achieved, the cells were scraped with the tip of the micropipette to create the wounds. The scraped cells were washed with PBS and incubated in a serum-reducing medium for 24 h. The wounds were observed and images were taken under a microscope. The Image-Pro Plus software was used to determine the distance between the wound edges. Each experiment was repeated three times.

### Transwell assay

The Transwell invasion and migration experiments were conducted using Transwell chambers (8 μm; Corning, USA), pre-coated with or without Matrigel (BD, USA) in a 24-well plate. The indicated cells were suspended in a serum-free DMEM medium. A 200 μL of single-cell suspension was added to the upper chamber, and 650 μL of medium containing 10% FBS was added to the lower cavity. After incubation for 24 h, the upper chambers were removed, and the cells on the surface of the upper chamber were gently wiped with a cotton swab. Cells migrating or invading to the other side were fixed with 4% paraformaldehyde, stained with 0.1% crystal violet, and counted under a microscope. Each experiment was repeated three times.

### Bioinformatic analysis

RNA sequencing profiles, clinical information, and survival data of the TCGA-THCA dataset were downloaded from The Cancer Gene Atlas (TCGA) database (25). The expression profiles of GSE33630, GSE60542, GSE29265, and GSE3467 were downloaded from GEO. The R package ‘ggplot2’ was used to visualize differential expression levels of TGFBR3 in PTC and normal thyroid tissue. Kaplan–Meier survival analysis was performed using the R package ‘survival’ and ‘survminer’. Gene Set Enrichment Analysis (GSEA) was performed using the R software package ‘clusterProfiler’. Thyroid differentiation score (TDS) and BRAF-RAS score (calculated by the correlations with the signature were used to drive a continuous measure (−1 to 1) with BRAF^V600E^-like being negative or RAS-like positive) and Risk score (estimated based on the 2009 American Thyroid Association guidelines) for samples in the TCGA-THCA dataset were downloaded from the supplementary materials of Nishant’s article (25, 26). All analyses were performed using the R software (v.4.2.1).

### Correlation analysis of TGFBR3 expression and tumor microenvironment in PTC

The correlation between TGFBR3 and tumor-infiltrating immune cells was analyzed by the Tumor Immune Estimation Resource (TIMER). CIBERSORT (http://cibersort.stanford.edu/) was used to analyze the infiltration of 22 immune cells in PTC. TGFBR3 was divided into two groups with low expression and high expression according to the median expression. According to the LM22 gene set of immune cells, the CIBERSORT deconvolution algorithm was used to calculate the relative abundance of 22 lymphocyte subtypes. The Wilcoxon test was used to compare the differences in the 22 immune cells between the two groups.

### Statistical analysis

The data were presented as mean ± s.d. Before testing for differences in the analyses of the current study, the normal distribution of the continuous variables was assessed by the Shapiro–Wilk test, and Levene’s test was applied for the evaluation of the homogeneity of variances. The Mann–Whitney and Kruskal–Wallis tests were used for analysis when the data were not normally distributed and exhibited non-homogeneity. For normal data with equal variance, we used the Student’s *t*-test or the ANOVA. Survival analysis was performed using Kaplan–Meier analysis and the Cox proportional hazards regression model. Cox proportional hazards regression was used to evaluate the association between TGFBR3 expression and disease-free survival (DFI) or progression-free survival (PFI) of PTC patients. The relationship between TGFBR3 and the clinical features of PTC patients was analyzed using *χ* ^2^ tests. Correlation analyses were performed using Pearson correlation tests. If not specified above, *P* < 0.05 was considered statistically significant. All statistical analyses were conducted using SPSS23 and R software (v.4.2.1).

## Results

### The expression of TGFBR3 is down-regulated in PTC

To explore the expression of genes involved in the TGF-β signaling pathway and their relationship with clinical outcomes in PTC, we downloaded TGF-β pathway-related genes from the PubChem website (https://pubchem.ncbi.nlm.nih.gov/pathway/tgfbrpathway). We then analyzed the expression differences of these genes between PTC and normal thyroid tissues using the TCGA-THCA cohort. This analysis identified five differentially expressed genes (log|FC| > 1, FDR < 0.05), namely, TGFBR1, TGFB1, TGFBR3, PPP1R15A, and CN2 (Supplementary Figure 1A). Subsequently, we conducted univariate Cox regression analysis to explore the association between these genes and the prognosis of PTC patients. As shown in Supplementary Figure 1B, we found that high TGFBR3 expression was significantly associated with favorable outcomes.

To further investigate the expression of TGFBR3 in PTC, we analyzed the expression level of TGFBR3 in PTC using the TCGA database. Compared with normal thyroid tissue, TGFBR3 expression in PTC tissue was significantly down-regulated (Fig. 1A and B). To verify our finding, we analyzed the expression level of TGFBR3 using the GEO database. The results showed that the expression of TGFBR3 in PTC patients was also down-regulated compared with that in the normal control group (Fig. 1C, D, andE). We further collected ten pairs of PTC and its paired non-cancerous thyroid tissues and detected the expression of TGFBR3 by qRT-PCR. The mRNA expression level of TGFBR3 in PTC tissue samples was significantly lower than that in paired normal tissues (Fig. 1F). We performed WB analyses of TGFBR3 expression in four pairs of PTC and adjacent non-tumorous thyroid tissues. The results indicated that TGFBR3 protein levels in PTC tissues were significantly lower than those in matched normal tissues (Fig. 1G and Supplementary Figure 2). We further assessed the mRNA expression of TGFBR3 in 64 cases of PTC and analyzed its association with the clinical features of the patients. As shown in Supplementary Figure 3, there was a significant correlation between TGFBR3 expression and N classification and stage of PTC patients. Moreover, there was no significant correlation between TGFBR3 expression and gender or age of PTC patients (see Supplementary Figure 3).

**Figure 1:**
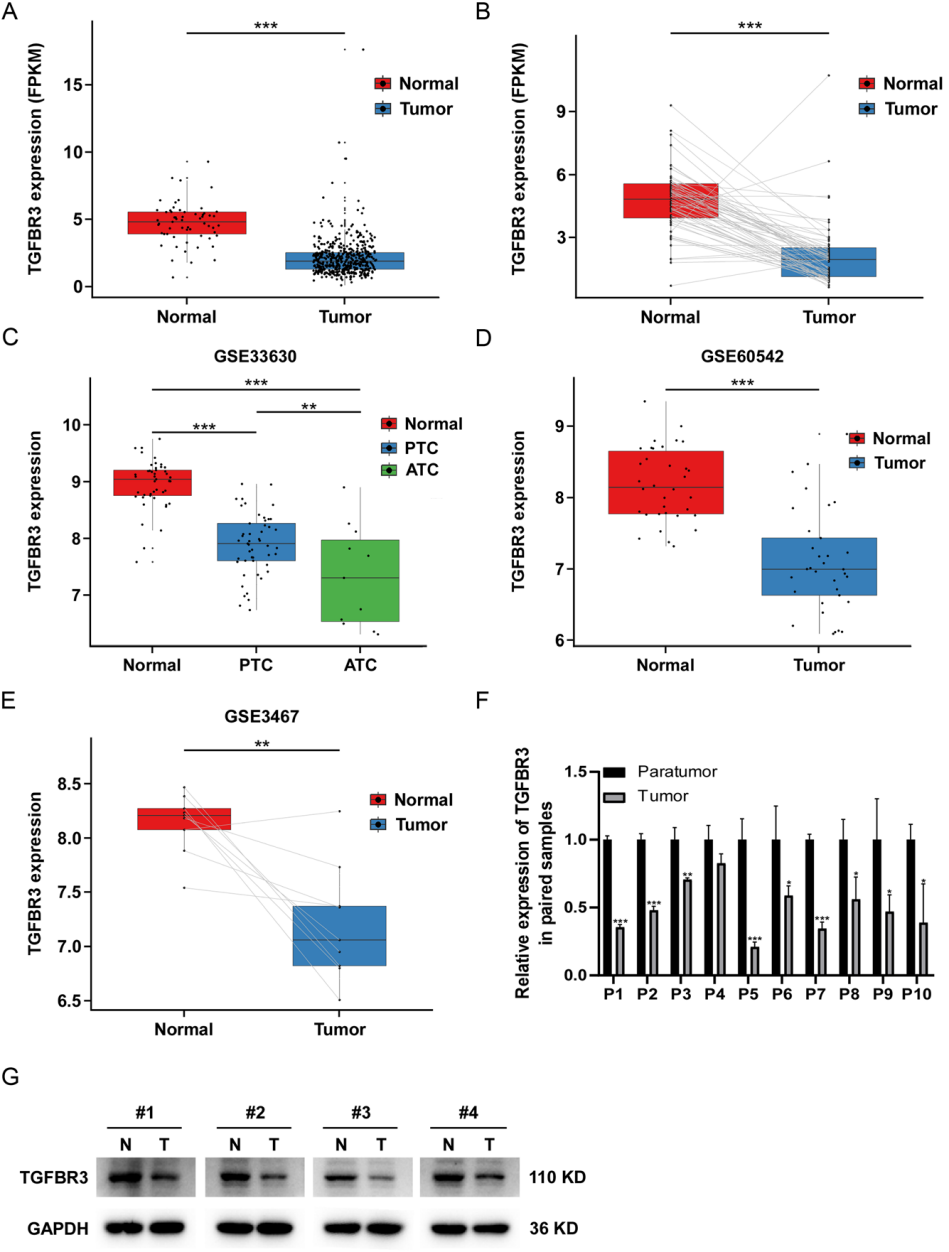
The expression of TGFBR3 is down-regulated in PTC. (A) The expression of TGFBR3 was lower in PTC tissues (*n* = 495) than in normal tissues (*n* = 59) in TCGA datasets. (B) The expression of TGFBR3 was lower in PTC tissues than in matched adjacent normal tissues in TCGA datasets (*n* = 59). (C) The expression of TGFBR3 in PTC tissues (*n* = 49), normal thyroid tissues (*n* = 45), and anaplastic thyroid cancer (*n* = 11) in GSE33630. (D) The expression of TGFBR3 in paired PTC (*n* = 33) and normal thyroid tissues (*n* = 24) in GSE60542. (E) The expression of TGFBR3 in paired PTC (*n* = 9) and matched adjacent normal tissues (*n* = 9) in GSE3467. (F) The mRNA expression of TGFBR3 in PTC tissues (*n* = 10) and paired adjacent normal tissues (*n* = 10) was detected by qRT-PCR. (G) The protein expression of TGFBR3 in PTC tissues (*n* = 4) and paired adjacent normal tissues (*n* = 4) was detected by Western blotting. Statistical analyses of Western blotting assays are shown in Supplementary Figure 2. Data are shown as mean ± s.d. *P < 0.05; **P < 0.01; ***P < 0.001. TGFBR3, transforming growth factor beta receptor III; PTC, papillary thyroid cancer.

### Low TGFBR3 expression in PTC patients is associated with poor prognosis and dedifferentiation

To explore the relationship between TGFBR3 expression levels and prognosis of PTC patients, Kaplan–Meier survival analysis was conducted using the TCGA database. PTC patients were divided into high and low expression groups of TGFBR3 based on the median expression of TGFBR3. The results showed that downregulation of TGFBR3 was significantly associated with a shorter PFI and DFI (Fig. 2A and B). Patients with PTC have a favorable prognosis, and there are a limited number of deceased cases in the TCGA-THCA cohort, with only nine cases in the high TGFBR3 expression group and seven cases in the low TGFBR3 expression group for overall survival (OS) analyses. This is the same for disease-specific survival (DSS). Therefore, the statistical results may not be reliable due to the small sample size of deceased individuals in the cohort. Consequently, we did not analyze OS and DSS and focused only on DFI and PFI.

**Figure 2:**
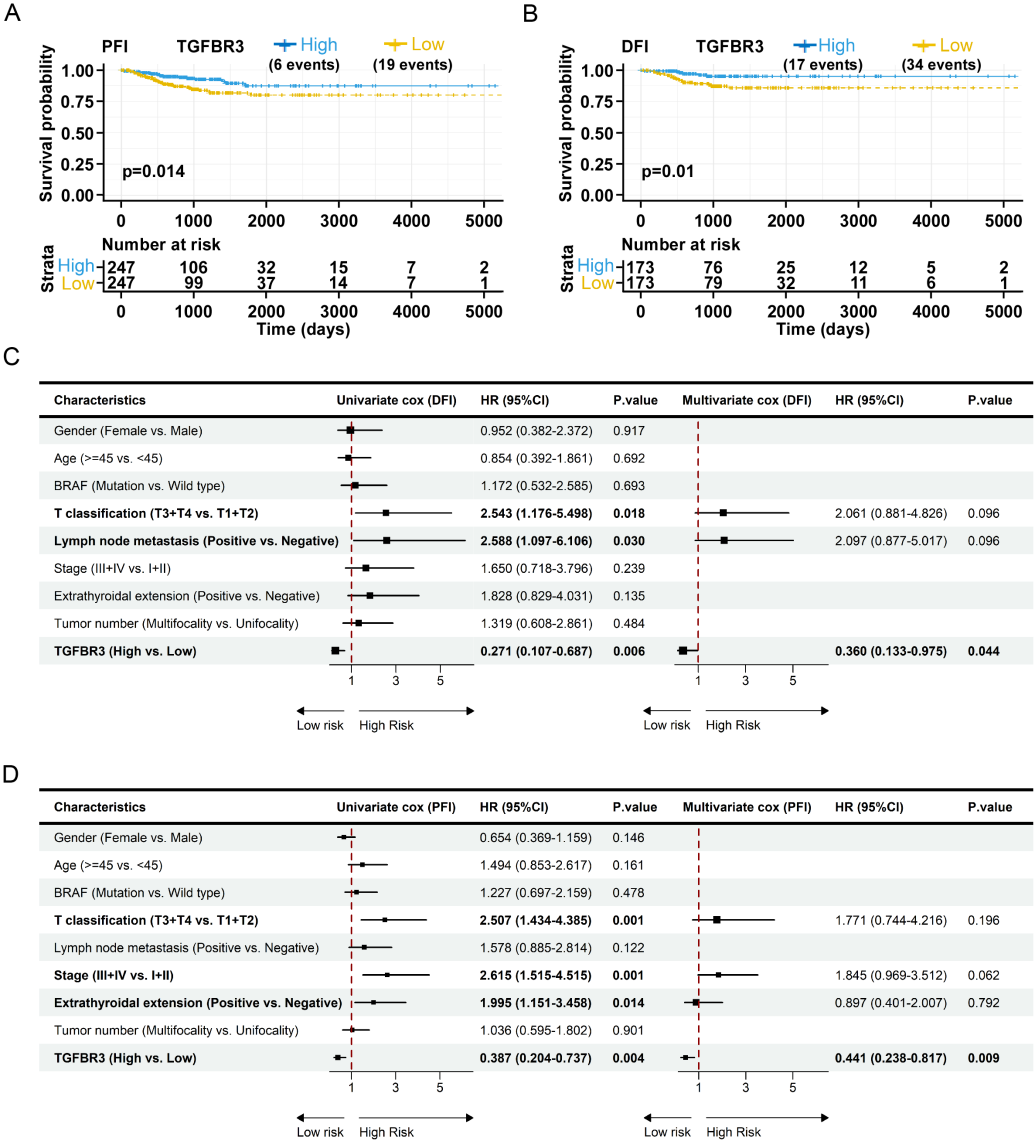
Low TGFBR3 expression is associated with clinical prognosis. PTC patients with high expression of TGFBR3 had a good prognosis in PFI (A) and DFI (B) revealed by Kaplan–Meier survival analysis. (C) Univariate and multivariate COX analysis of clinical features and DFI in PTC patients. (D) Univariate and multivariate COX analysis of clinical features and PFI in PTC patients. TGFBR3, transforming growth factor beta receptor III; PTC, papillary thyroid cancer; PFI, progression-free interval; DFI, disease-free interval.

To further analyze the relationship between TGFBR3 expression levels and prognosis of PTC patients, we stratified PTC patients in the TCGA-THCA cohort at different TGFBR3 expression percentiles (25:75, 33:66, 50:50, 66:33, and 75:25) and performed analyses of DFI and PFI (Supplementary Table 3). Next, receiver operating characteristic (ROC) curves were drawn to determine the optimal cutoffs. Based on the achieved optimal cutoff value, PTC patients were divided into high and low expression groups of TGFBR3. The survival curves were plotted. In line with the results obtained using the median as a threshold, patients with high TGFBR3 expression demonstrated a significantly better prognosis compared to those with low expression (Supplementary Figures 4A and B).

Further analysis of the relationship between TGFBR3 expression and clinical characteristics in the TCGA-THCA cohort showed that there was a certain correlation between TGFBR3 expression and T classification, N classification, and TNM stage, but it was not statistically significant (Supplementary Table 4). We further used the TCGA-THCA dataset to conduct univariate analysis for DFI and PFI. The results showed that T classification and lymph node metastasis were risk factors for DFI, while high expression of TGFBR3 was a protective factor. Similarly, T classification, extrathyroidal invasion, and TNM stage were risk factors for PFI, while high expression of TGFBR3 was a protective factor. We also conducted multivariate Cox regression analysis, and the result indicated that low TGFBR3 expression was an independent prognostic predictor for both DFI and PFI for PTC patients (Fig. 2C and D).

We further investigated the correlation between TGFBR3 expression and PTC differentiation. We used the TCGA database to evaluate the correlation between TGFBR3 expression and the expression of thyroid differentiation-related genes (PAX8, TG, TPO, THSR, SLC5A5, SLC5A8, SLC26A4, GLIS3, FOXE1, THRA, THRB, DU). The results indicated that TGFBR3 levels were significantly positively correlated with the expression of these genes (Fig. 3A). Consistently, TGFBR3 expression positively correlated with thyroid differentiation score (TDS) (Fig. 3B).

**Figure 3:**
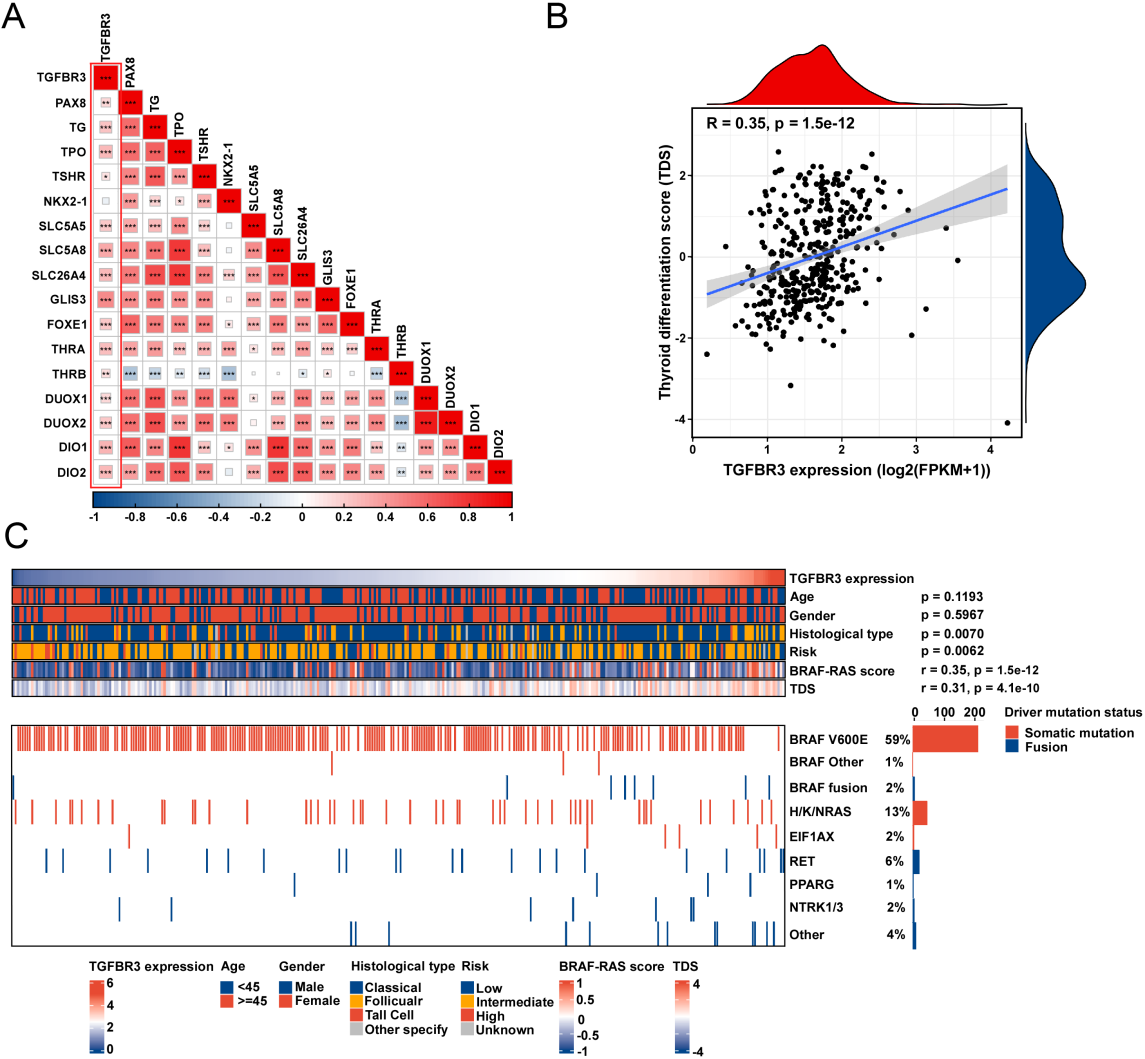
Relationship between TGFBR3 expression and thyroid differentiation and driver mutation events. (A) The correlation between TGFBR3 expression and the expression of thyroid differentiation-associated genes. (B) The relationship between TDS and TGFBR3 expression across samples from TCGA. (C) Heatmap of TGFBR3 expression and BRAF/RAS mutation status in TCGA PTC patients. Data are shown as mean ± s.d. *P < 0.05; **P < 0.01; ***P < 0.001; TGFBR3, transforming growth factor beta receptor III; PTC, papillary thyroid cancer; TDS, thyroid differentiation score.

To further investigate the driver mutation events related to TGFBR3, we analyzed the relationship between the main driver mutation events of PTC and TGFBR3 expression. As shown in Fig. 3C, TGFBR3 expression levels are negatively associated with recurrence risk, while positively correlated with BRAF-RAS score and TDS. Subsequently, we divided PTC patients into BRAF-like and RAS-like groups and analyzed the DFI and PFI of patients in both groups. No significant differences in DFI and PFI between PTC patients with high and low TGFBR3 expression were observed in both the BRAF-like and the RAS-like groups (Supplementary Figure 4C).

### TGFBR3 inhibits the proliferation, migration, and invasion of PTC cells

We further investigated the effect of TGFBR3 overexpression on the biological function of PTC cell lines. We first used qPCR to measure the mRNA expression of TGFBR3 in the human thyroid epithelial cell line Nthy-ori3-1 and PTC cell lines including BCPAP, TPC1, KTC1, and IHH4. As shown in Supplementary Figure 5A, the results indicated that TGFBR3 was downregulated in PTC cell lines. Among the four PTC cell lines, TGFBR3 expression was lowest in BCPAP and KTC1 and highest in TPC1. We constructed BCPAP and KTC1 cell lines with stable overexpression of TGFBR3 (Fig. 4A and Supplementary Figure 6). We conducted EdU assays to evaluate the effect of TGFBR3 overexpression on the proliferation of PTC cells. The results showed that the percentage of EdU-stained cells in TGFBR3-overexpressing PTC cells was significantly reduced, indicating that TGFBR3 overexpression could inhibit the proliferation of PTC cells (Fig. 4B). Then we evaluated the effect of TGFBR3 overexpression on the migration ability of PTC cells through wound healing experiment. The results showed that overexpression of TGFBR3 significantly inhibited the migration ability of BCPAP and KTC1 (Fig. 4C). We further evaluated the effect of TGFBR3 overexpression on the migration and invasion ability of PTC cells by Transwell migration and invasion assays. The results showed that both BCPAP and KTC1 cells overexpressing TGFBR3 had significantly lower migration and invasion abilities (Fig. 4D). We further used siRNAs to knock down the expression of TGFBR3 in TPC1 (Supplementary Figure 7A) and performed EdU assays as well as Transwell assays. The results showed that the knockdown of TGFBR3 promoted the proliferative, migratory, and invasive abilities of TPC1 cells (Supplementary Figure 7B, C, and D).

**Figure 4:**
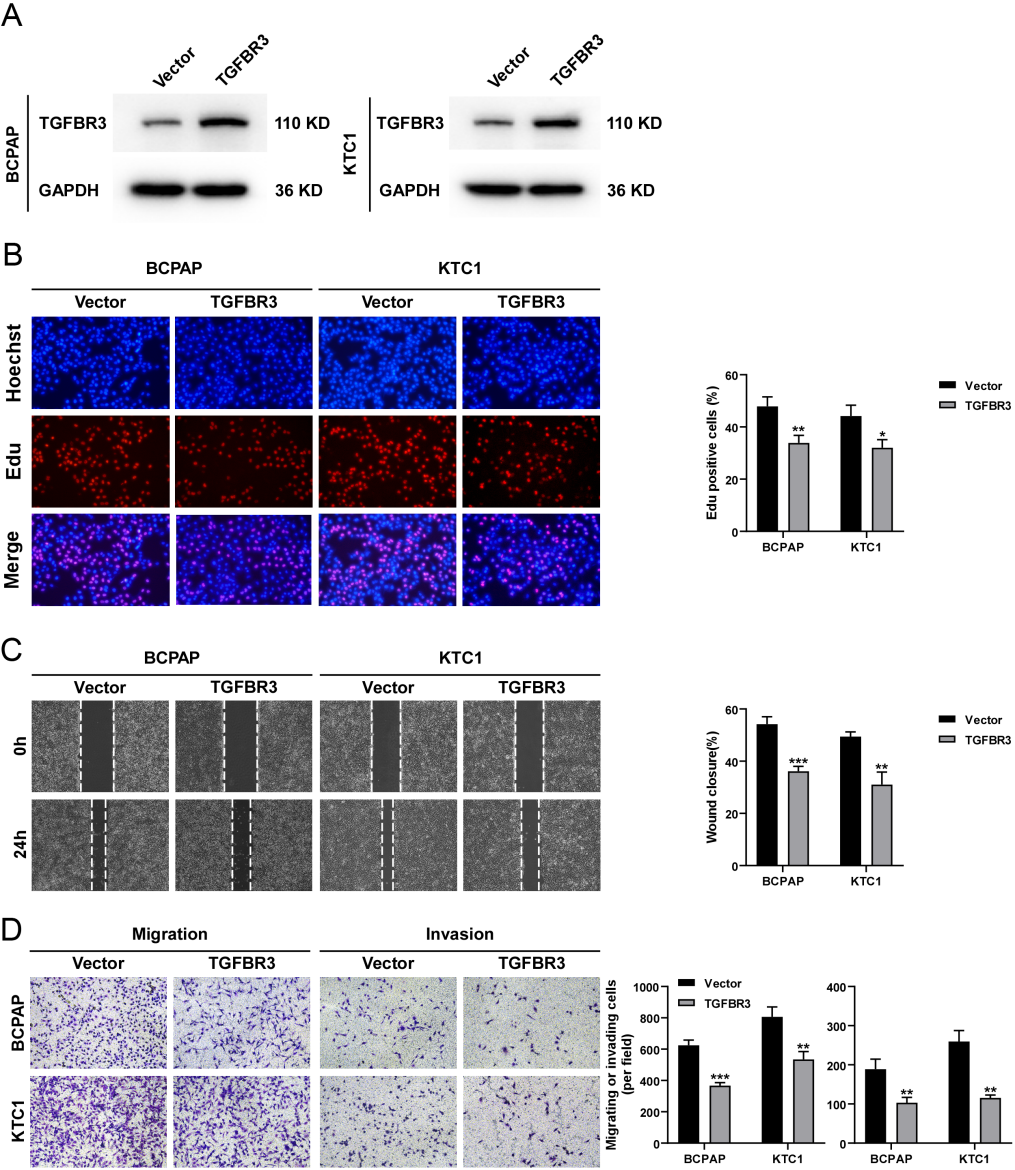
Effect of TGFBR3 overexpression on the biological function of PTC cells. (A) Overexpression of TGFBR3 in KTC1 and BCPAP cells was evaluated by Western blotting. (B) EdU assay showed that overexpression of TGFBR3 suppressed the proliferation of PTC cells. (C) Wound healing assay indicated that overexpression of TGFBR3 inhibited the migration of PTC cells. (D) Transwell assay indicated that overexpression of TGFBR3 suppressed the migration and invasion of PTC cells. Data are shown as mean ± s.d. Statistical analyses of Western blotting assays are shown in Supplementary Figure 6. *P < 0.05; **P < 0.01; ***P < 0.001; TGFBR3, transforming growth factor beta receptor III; PTC, papillary thyroid cancer.

### TGFBR3 inhibits PI3K/AKT pathway and epithelial-mesenchymal transformation in PTC cells

To gain insight into how TGFBR3 regulates the biological function of TGFBR3, we further performed transcriptome sequencing on TGFBR3-overexpressing KTC1 cells and vector control cells. 

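TGFBR3 mRNA was at 2.29 ± 0.0467 FPKM (SD, n = 3) in the vector control cells and at 27.8 ± 1.45 FPKM (SD, n = 3) in the TGFBR3-overexpressing cells. The log2 fold change was 3.54 (standard error 0.056, adjusted p = 1.95e-07 from limma), and each TGFBR3-overexpressing library lay above each vector control library. TGFBR3 (ENSG00000069702) encodes betaglycan, a membrane co-receptor for ligands of the TGF-β family, and lies on chromosome 1 of GRCh38.p13 from 91680343 to 91906335, on the minus strand. Its FPKM does not separate transcripts of the transgene from those of the cells' own gene. KTC1 is an established line of poorly differentiated PTC, and both groups were stable lines made with lentivirus and puromycin selection.

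Poly(A) RNA from 3 vector control and 3 TGFBR3-overexpressing samples was made into libraries with the TruSeq Stranded mRNA kit and sequenced with paired ends on an Illumina NovaSeq. The authors' deposited table gives FPKM, fragments per kilobase of exon scaled to the fragments assigned to genes in each library, for 60664 genes. The submitters' processing notes name HISAT2, HTSeq and DESeq2 without versions, and the genome build GRCh38. Multiplied by its gene's exon length, 100% of the values above 0 lay within 0.001 of a whole number of fragments, which gives the depth of each library. The vector control libraries held 25844090, 23806921 and 27097414 fragments assigned to genes, and the TGFBR3-overexpressing libraries held 24238158, 27232606 and 23306005. Libraries of the same group differed by more than sampling noise (chi-square per degree of freedom from 2.11 to 6.18), so each counted as 1 replicate.

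The 19671 genes with a mean of at least 0.1 FPKM over the 6 libraries were tested with limma, with an intensity trend, on log2(FPKM + 0.1), and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 are described as having risen or fallen. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes of low abundance. Whether the samples of a group came from separate cultures is not given in the sources used here, so the p-values measure only the spread between these samples, which may be technical.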

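Among the genes that rose most in TGFBR3-overexpressing KTC1 cells, SLPI, a secreted inhibitor of leukocyte proteases, was at 32.1 ± 1.45 FPKM (SD, n = 3) in vector control cells and 491 ± 24.0 FPKM (SD, n = 3) in TGFBR3-overexpressing cells. CAMP, the precursor of the antimicrobial peptide LL-37, was at 4.93 ± 1.37 FPKM in vector control cells and 50.0 ± 4.68 FPKM in TGFBR3-overexpressing cells (SD, n = 3 each). They were followed by CHI3L2, a chitinase-like protein, RSAD2, an antiviral protein induced by interferon, TMEM238, XDH, the xanthine dehydrogenase of purine breakdown, CRYM, AGXT2 and CHAC1, an enzyme that degrades glutathione. The log2 fold changes of these 9 genes ran from 1.84 for CHAC1 to 3.93 for SLPI (largest adjusted p = 0.00224, for TMEM238, from limma).

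Among the genes that fell most, ID3, a target of BMP signaling that inhibits the binding of other transcription factors to DNA, was at 7.78 ± 0.608 FPKM in vector control cells and 1.56 ± 0.0918 FPKM in TGFBR3-overexpressing cells (SD, n = 3 each). The others were CLIC3, the monocyte chemoattractant CCL2, NAT8, RARRES2, which encodes the chemoattractant chemerin, the growth factor receptor PDGFRB, GAL3ST1, BIRC3, an inhibitor of apoptosis, DYSF and PLAC8. The log2 fold changes of these 10 genes ran from -1.51 for PLAC8 to -2.25 for ID3 (largest adjusted p = 0.00437, for NAT8, from limma). All were taken from protein-coding genes with a mean of at least 1 FPKM and no overlap between the groups, in which TGFBR3 itself was the second largest rise. Over the log2 values of all genes tested, principal component 1 held 31.5% of the variance and placed the vector control libraries between -42.3 and -33.0 and the TGFBR3-overexpressing libraries between 30.7 and 41.5. Principal component 2, with 18.3%, set TGFBR3-overexpressing replicate 3, at 52.3, apart from the other libraries of its group, at -31.1 and -24.2, and the vector control libraries lay between -15.4 and 17.5. By fragments, however, replicates 1 and 3 of that group were its closest pair (chi-square per degree of freedom 2.11). The value was 4.92 for replicates 1 and 2 and 6.18 for replicates 2 and 3, so replicate 3 was not the odd library by each measure.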

The expression of different genes in the two groups was shown as a heatmap. A total of 528 genes showed significant changes in their expression levels, among which 189 genes were down-regulated and 339 genes were up-regulated (|log2FC| ≥ 1, *P* < 0.05). 

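At an adjusted p under 0.05 from limma and a change of at least 2-fold, 404 genes were higher and 140 were lower in TGFBR3-overexpressing cells, 544 in total. Of the 404 higher genes, 141 were protein-coding and 183 were long noncoding RNA (lncRNA) genes, against 77 and 34 of the 140 lower genes. The higher genes had a median of 18.4 fragments per library and the lower genes a median of 55.8. With a mean of at least 1 FPKM, 156 of the genes called were higher and 73 lower. Without the fold threshold, 2817 genes rose and 1797 fell, and the median log2 fold change of all genes tested was 0.07. In 542 of the 544 genes the libraries of the groups did not overlap, and among all genes tested this held for 40.0%, where chance gives 10%.

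The share of fragments on lncRNA genes was 0.785% ± 0.0278 (SD, n = 3) in vector control libraries and 0.922% ± 0.0272 (SD, n = 3) in TGFBR3-overexpressing libraries. Mitochondrial genes took 3.03% ± 0.113 and 3.68% ± 0.101 of the fragments (SD, n = 3 each). For both shares the libraries of the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Higher genes were the majority under each scaling, but the size of the excess depended on it: with quantile normalization 245 genes were higher and 219 lower, so that 52.8% of the genes called were higher, against 74.3% with the values as deposited. A pseudocount of 1 left 61 higher and 40 lower genes, a filter at a mean of 1 FPKM left 164 and 75, and an unadjusted p gave 640 and 226.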

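Of 14 genes linked to migration and invasion, 13 passed the filter on low values and all 13 fell in TGFBR3-overexpressing cells with limma (13 also when adjusted over the list alone, at an unadjusted p and with voom, which was chosen after seeing the data, with 0 that rose in each). The study chose these genes on the same libraries, so their count is not independent evidence of their direction. CDH2, which encodes N-cadherin, was at 16.9 ± 0.270 FPKM (SD, n = 3) in vector control cells and 7.85 ± 0.382 FPKM (SD, n = 3) in TGFBR3-overexpressing cells. SNAI1, which encodes the E-cadherin repressor Snail, was at 5.68 ± 0.30 FPKM and 2.70 ± 0.337 FPKM (SD, n = 3 each). The log2 fold changes were -1.09 for CDH2 (standard error 0.049, adjusted p = 1.94e-05 from limma) and -1.05 for SNAI1 (standard error 0.10, adjusted p = 0.00046 from limma). THBS1, GDF15, the collagen cross-linking enzyme LOXL4, the adhesion molecule MCAM, the GDNF co-receptor GFRA1, SEMA5A and the growth factor BMP4 had log2 fold changes from -1.14 for BMP4 to -1.45 for LOXL4. The ligands TGFB2 and WNT2B fell, each with a log2 fold change of -0.95 on the scale with the pseudocount. Their ratios of mean FPKM were 0.515 for TGFB2 and 0.482 for WNT2B.

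CLDN1 (ENSG00000163347, chromosome 3 of GRCh38.p13 from 190305707 to 190322446, minus strand), which encodes a tight junction protein, was at 10.4 ± 0.721 FPKM in vector control cells and 30.3 ± 0.411 FPKM in TGFBR3-overexpressing cells (SD, n = 3 each). Its log2 fold change was 1.54 (standard error 0.054, adjusted p = 8.30e-06 from limma). TG, the thyroglobulin gene, was at 0.104 ± 0.0283 and 0.252 ± 0.0230 FPKM (SD, n = 3 each), with a log2 fold change of 0.80 (adjusted p = 0.125 from limma), and did not pass the test. It passed as higher with no intensity trend (adjusted p = 0.0179 from limma) and with an unadjusted p (0.0421), and with voom (0.00106) and protein-coding genes only (0.0208), both chosen after seeing the data. Of 33 epithelial markers tested, 13 rose, 3 fell and 17 did not pass the test (14 rose and 3 fell when adjusted over the list alone). Of 15 mesenchymal regulators tested, 6 fell, among them CDH2 and SNAI1, 1 rose, the fibronectin gene FN1 at 0.28, and 8 did not pass the test (7 fell and 2 rose when adjusted over the list alone). With limma's camera, the epithelial markers were higher than the other genes (adjusted p = 0.0326, and 0.148 as the adjusted p with an estimated correlation), a call that was lost with a filter at a mean of 1 FPKM (adjusted p = 0.127) and without TGFBR3-overexpressing replicate 3 (adjusted p = 0.0677), and the mesenchymal regulators were lower (adjusted p = 0.00877, and 0.150 as the adjusted p with an estimated correlation). CLDN1 on the epithelial list and CDH2 and SNAI1 on the mesenchymal list were chosen by the study on these libraries. These list tests are therefore not fully independent evidence.

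RUNX1T1 had 82 fragments in the 3 vector control libraries and 3 in the 3 TGFBR3-overexpressing libraries, a ratio of 0.0376 (95% exact Poisson interval, counting error only, 0.00759 to 0.114), and its adjusted p from limma of 0.0121 became 0.0609 without vector control replicate 3. FAT3, at 0.123 ± 0.0220 and 0.0347 ± 0.0166 FPKM (SD, n = 3 each), lay under the filter (adjusted p = 0.0949 from limma with no filter), and had 185 fragments in the 3 vector control libraries and 51 in the 3 TGFBR3-overexpressing libraries, a ratio of 0.283 (95% exact Poisson interval, counting error only, 0.203 to 0.388). MMP19 lost its call with no filter (adjusted p = 0.0539 from limma, against 0.0209) and FN1 with no intensity trend (0.0556), and MMP19 also lost it without vector control replicate 2 (0.0790), vector control replicate 3 (0.0587) or TGFBR3-overexpressing replicate 1 (0.0539).

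**Figure D1:**
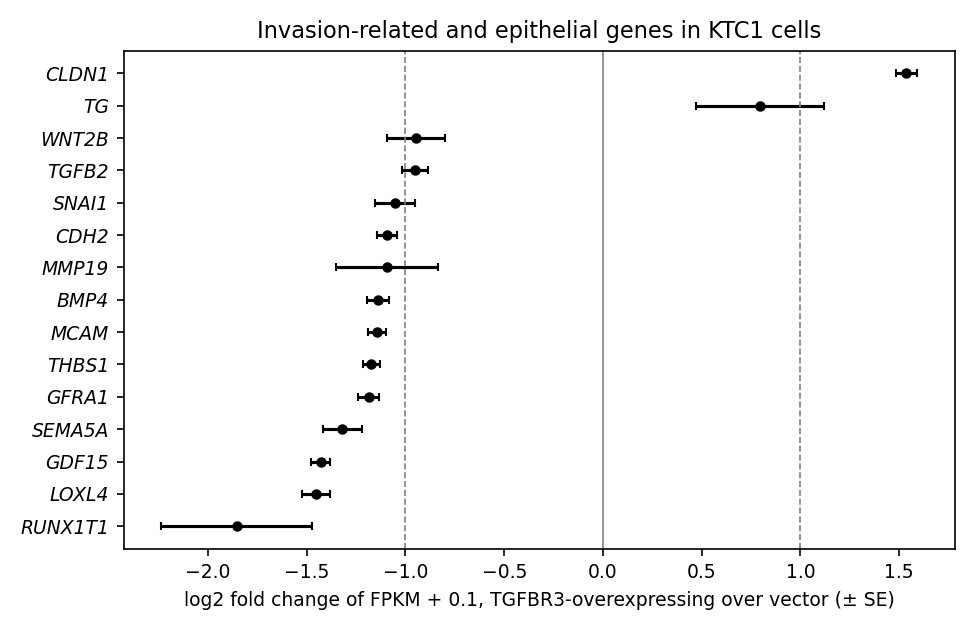
Log2 fold change of FPKM + 0.1 between TGFBR3-overexpressing and vector control KTC1 cells (x axis) for 13 invasion-related genes, CLDN1 and TG (y axis). Points are limma estimates from 3 libraries per group, bars are ± 1 standard error, the solid line is no change and the dashed lines are 2-fold changes. The 13 invasion-related genes lie between -1.85 for RUNX1T1 and -0.95 for WNT2B, and CLDN1 lies at 1.54.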

The results showed that the expression of migration and invasion-related genes was downregulated in TGFBR3-overexpressing cells (FAT3, RUNX1T1, MMP19, LOXL4, SNAI1, SEMA5A, TGFB2, WNT2B, BMP4, CDH2, MCAM, GDF15, GFRA1, and THBS1, etc.) and up-regulated expression of the epithelial-related genes (CLDN1 and TG, etc.) (Supplementary Figure 8). 

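Of 341 genes of the phosphoinositide 3-kinase (PI3K) and AKT signaling pathway, listed before the data were examined, 223 were tested in KTC1 cells. In TGFBR3-overexpressing cells 41 rose, 55 fell and 127 did not pass the test (45 rose and 60 fell when adjusted over the list alone). Genes for ligands and receptors upstream of PI3K fell more often than they rose, with 18 lower and 8 higher of 54. Among them were CSF1, a macrophage growth factor, with a log2 fold change of -0.90, and the growth factor receptor FGFR4, with -0.81, whereas VEGFA was higher, at 1.08, and FGF5 at 0.91. Of 33 matrix and integrin genes, 11 fell and 9 rose, with COL4A2 at -0.64 and the laminin gene LAMB3 at 0.97. Of 136 kinase and effector genes, 26 fell and 24 rose, with DDIT4, an inhibitor of mTOR signaling, at -0.70, CDKN1A, an inhibitor of the cell cycle, at -0.48, and MYC at 0.35.

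With limma's camera, the whole list was lower than the other genes tested (adjusted p = 0.0159 over 35 lists, median log2 fold change -0.03). With an estimated correlation the adjusted p was 0.148, so the call was lost. Limma's fry, which tests a list against no change and not against other genes, gave the whole list as lower (adjusted p = 0.0158). By fry the ligands and receptors (adjusted p = 0.00116) and the kinases and effectors (0.0481) were lower too, and the matrix and integrin genes did not pass (0.512). With fgsea the list was lower (normalized enrichment score -1.37, adjusted p = 0.00994), as were the ligands and receptors (-1.63, adjusted p = 0.0229), and the matrix and integrin genes (adjusted p = 0.198) and the kinases and effectors (adjusted p = 1) did not pass. With camera, the ligands and receptors were lower (adjusted p = 0.000284, and 0.0866 as the adjusted p with an estimated correlation, median log2 fold change -0.16), while the matrix and integrin genes (adjusted p = 0.262) and the kinases and effectors (adjusted p = 0.187) did not pass the test. The kinases and effectors had a median of 0.0071 and a mean of 0.016, both above 0. Their median was below that of all genes tested, 0.07, and camera, which compares a list with the other genes, had the direction of lower. They passed camera as lower with scaling by the median of ratios (adjusted p = 0.0185), where the median was -0.055. Of the genes changed at least 2-fold, 6 were on the list, where 6.17 were expected by chance over all genes tested (Fisher's exact test, two-sided, p = 1) and 3.82 over protein-coding genes (p = 0.286). VEGFA, PIK3AP1 and GNG13 were higher and PDGFRB, THBS1 and RELN lower, of which PIK3AP1, GNG13 and RELN are named because of this count, after their values were seen. mRNA levels do not measure the phosphorylation of AKT.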

The results of the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed that the expression of the PI3K/AKT pathway was inhibited after overexpression of TGFBR3 (Fig. 5A). We further performed GSEA analysis using the transcriptome sequencing data. The results showed that low expression of TGFBR3 was associated with cancer-related pathways and epithelial-mesenchymal transformation (EMT) in PTC cells (Fig. 5B).

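Of 199 genes of EMT, listed before the data were examined, 159 were tested in KTC1 cells, of which 57 fell, 38 rose and 64 did not pass the test in TGFBR3-overexpressing cells (67 fell and 41 rose when adjusted over the list alone). Beside THBS1 and CDH2 among the genes that fell, the list held CD44, a hyaluronan receptor, at 127 ± 0.935 FPKM in vector control cells and 181 ± 1.39 FPKM in TGFBR3-overexpressing cells (SD, n = 3 each), and VEGFA, at 20.6 ± 0.834 and 43.7 ± 0.511 FPKM (SD, n = 3 each), among those that rose. Of 320 genes of cancer pathways, 258 were tested, and 75 fell, 48 rose and 135 did not pass the test (84 fell and 57 rose when adjusted over the list alone). BIRC3, at 18.6 ± 1.47 and 5.88 ± 0.247 FPKM, and the death-associated kinase gene DAPK1, at 32.8 ± 1.43 and 17.3 ± 0.511 FPKM, fell (SD, n = 3 each), whereas LAMB3 rose.

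Relative to the other genes tested, the EMT list was lower with limma's camera (adjusted p = 0.00122, median log2 fold change -0.11) and stayed so with an estimated correlation (adjusted p = 0.0488). The cancer pathway list was lower (adjusted p = 0.00255, median log2 fold change -0.05), but not with an estimated correlation (adjusted p = 0.148). In a preranked gene set test with fgsea the normalized enrichment scores were -1.45 for EMT (adjusted p = 0.00951) and -1.46 for cancer pathways (adjusted p = 0.00258). Both lists were also lower with fry, against no change (adjusted p = 9.43e-05 for EMT and 0.0197 for cancer pathways). Of the genes changed at least 2-fold, 10 were on the EMT list, 5 higher and 5 lower, where 4.40 were expected by chance over all genes tested (Fisher's exact test, two-sided, unadjusted p = 0.0132) and 2.73 over protein-coding genes (p = 0.000413), and 9 were on the cancer pathway list, where 7.13 (p = 0.442) and 4.42 (p = 0.0449) were expected, tests chosen after seeing the data. CDH2 and THBS1 on the EMT list and BMP4 and RUNX1T1 on the cancer pathway list are also among the genes the study chose on these libraries, so these counts are not independent evidence. TGFB2 and WNT2B, which the study also chose, are on the cancer pathway list as well. The camera, fry and fgsea tests of both lists are therefore not fully independent evidence either. Of the 35 lists, 22 passed with the preset correlation, and of these the EMT, FOXO target and MAPK output lists also passed with the estimated one. With fgsea 9 passed. Among the 35, the lists of invasion and epithelial genes were chosen by the study on these libraries, and both are among the 22 that passed. The other lists were recalled from general knowledge and are not copies of the KEGG or hallmark sets. From the gene set analyses, the paper states that low TGFBR3 expression was associated with cancer-related pathways and EMT and that the PI3K/AKT pathway was inhibited. It also reports qRT-PCR and Western blots, among them less phosphorylated AKT, which were not analysed here. From these results together it proposes that TGFBR3 may act on PTC progression through EMT and the PI3K/AKT pathway.

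**Figure D2:**
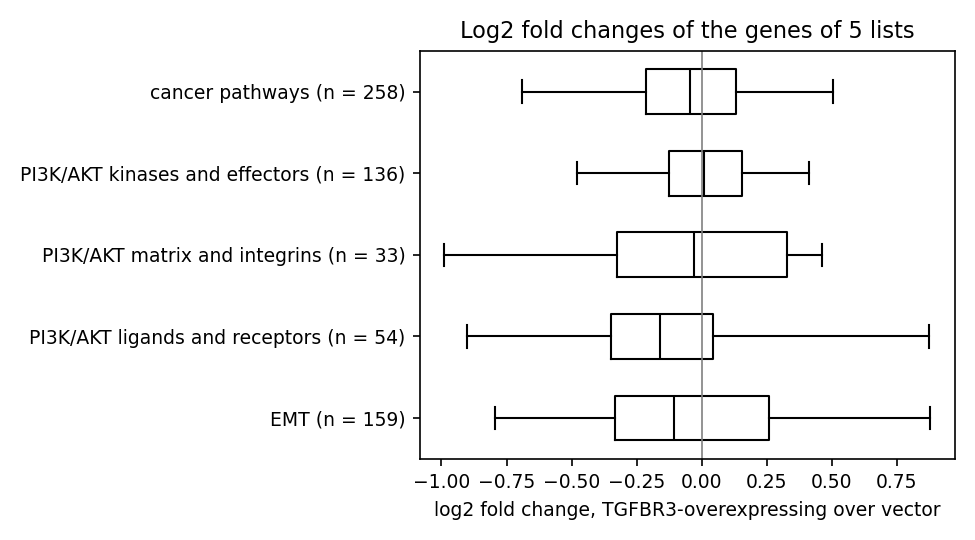
Log2 fold change between TGFBR3-overexpressing and vector control KTC1 cells (x axis) of the genes tested in each of 5 lists (y axis, n is the number of genes). Boxes span the interquartile range, the line in each box is the median, whiskers reach from the 5th to the 95th percentile of the genes, and the vertical line is no change. The medians run from -0.16 for the PI3K/AKT ligands and receptors to 0.0071 for the PI3K/AKT kinases and effectors, whose median is below 0 with the median of ratios and with quantile normalization.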

**Figure 5:**
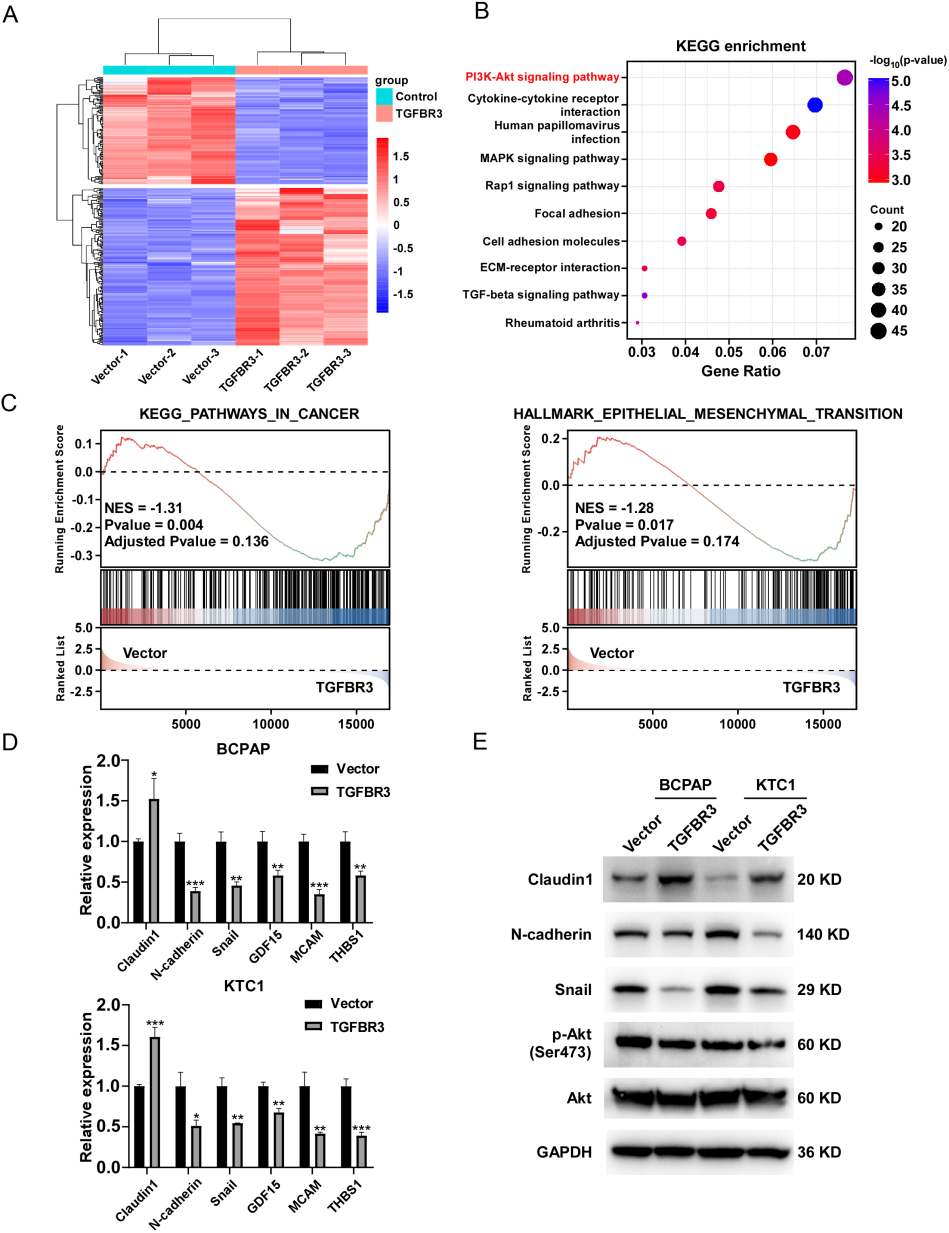
TGFBR3 is involved in regulating the PI3K/AKT pathway and EMT process in PTC. (A) Heatmap of differentially expressed genes between KTC1 cells overexpressing TGFBR3 and control vector based on RNA sequencing data. (B) Enrichment plot of the KEGG pathway analysis. (C) GSEA analysis of cancer and EMT pathways. (D) The mRNA expression levels of Snail, GDF15, THBS1, MCAM, N-cadherin, and Claudin1 in TGFBR3-overexpression KTC1 and BACAP cells and vector cells were detected by qRT-PCR. (E) The protein expression levels of Claudin1, N-cadherin, Snail, p-Akt, and Akt in TGFBR3-overexpression KTC1 and BACAP cells and vector cells were evaluated by WB. Data are shown as mean ± SD. Statistical analyses of Western blotting assays are shown in Supplementary Figures 10A and B. *P < 0.05; **P < 0.01; ***P < 0.001; KEGG, Kyoto Encyclopedia of Genes and Genomes; GSEA, gene set enrichment analysis; EMT, epithelial-mesenchymal transformation; TGFBR3, transforming growth factor beta receptor III.

We further verified the expression levels of EMT-related genes in TGFBR3-overexpressing and si-TGFBR3 PTC cells. qRT-PCR results showed that overexpression of TGFBR3 inhibited the expression of mesenchyme-related genes in BCPAP and KTC1 cells (Snail, GDF15, THBS1, MCAM, and N-cadherin), while it upregulated the expression of the epithelial-related gene Claudin1 (Fig. 5C). The opposite change was observed in si-TGFBR3 TPC1 cells (Supplementary Figure 9A). In order to further explore whether TGFBR3 inhibits the expression of the PI3K/AKT pathway and EMT-related proteins in PTC cells, we detected the expression of EMT and PI3K/AKT pathway-related proteins in BCPAP and KTC1 overexpressing TGFBR3 by Western blotting. The results showed that overexpression of TGFBR3 significantly decreased the phosphorylation level of AKT and the expression levels of N-cadherin and Snail, while increasing the expression levels of epithelial Claudin1 (Fig. 5D and Supplementary Figures 10A and B). The opposite trend was also observed in si-TGFBR3 TPC1 cells (Supplementary Figure 9B).

### Correlation between TGFBR3 expression and TME in PTC

Growing evidence indicates that the immune microenvironment may have a crucial impact on PTC invasion (27). Therefore, we tried to find whether TGFBR3 expression was associated with immune infiltration in PTC. We first evaluated the correlation between TGFBR3 expression levels and tumor immunoinfiltration levels by using the tumor immune estimation resource (TIMER). The results showed that the expression level of TGFBR3 was positively correlated with the infiltration levels of B cells, CD4+ T cells, CD8+T cells, macrophages, and neutrophils in PTC, and negatively correlated with the infiltration levels of myeloid dendritic cells (Fig. 6A). We then used an established computational resource (CIBERSORT) to explore gene expression profiles of downloaded samples to infer the density of 22 types of immune cells. The results showed that the infiltration levels of M0 macrophages and regulatory T cells (Tregs) were significantly decreased in the high TGFBR3 expression group, while the infiltration levels of CD8+ T cells and CD4+ memory resting T cells were significantly increased (Fig. 6B).

**Figure 6:**
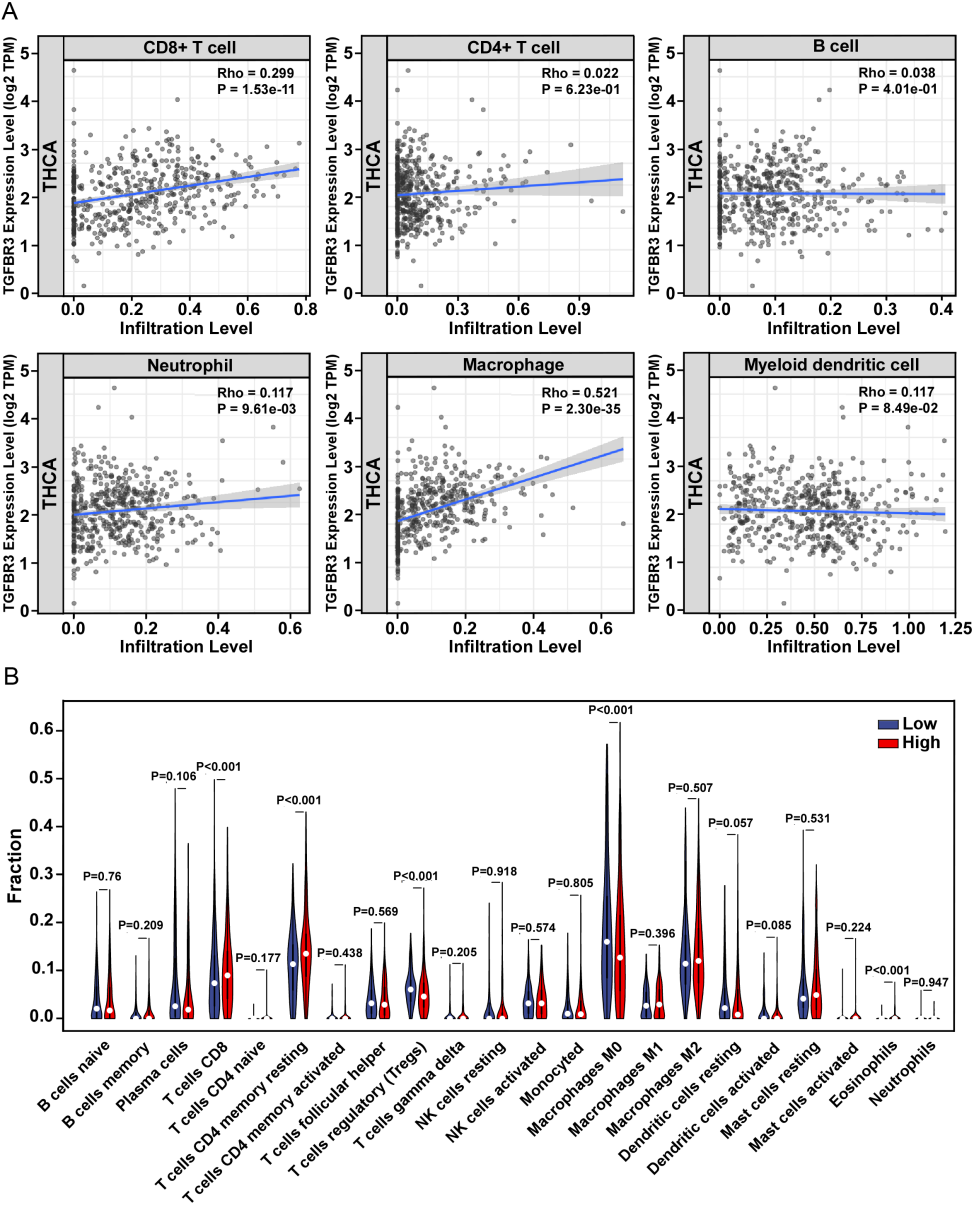
Association between TGFBR3 expression and TME. (A) The relationship between TGFBR3 expression and six types of immune infiltrates (B cells, CD8+ T cells, CD4+ T cells, dendritic cells, macrophages, and neutrophils) was analyzed by TIMER in PTC. (B) The correlation of TGFBR3 expression with immune cells infiltration were assessed by the data from CIBERSORT in PTC. TME, tumor immune microenvironment; TGFBR3, transforming growth factor beta receptor III; TIMER, Tumor Immune Estimation Resource; PTC, papillary thyroid cancer.

## Discussion

In this study, we found that the expression of TGFBR3 is down-regulated in PTC patients, and low TGFBR3 expression is associated with poor prognosis. Cell experiments showed that TGFBR3 overexpression inhibited the proliferation, migration, and invasion of PTC cells by inhibiting EMT and the PI3K/AKT pathway. We also discovered that TGFBR3 is associated with tumor immune infiltration of PTC.

TGFBR3, as a co-receptor of the TGF-β family, inhibits the TGF-β pathway by binding to TGFβ1-3. In addition, TGFBR3 can also bind BMPs, GDF5, statin A, and statin B to increase or decrease the signal transduction of TGF-β family members (28, 29). The effect of TGFBR3 on various tumors and its influence on tumor progression is multifaceted. A study has shown that TGFBR3, regulated by miR-323b-3p, plays a role in tumor inhibition in the occurrence and development of osteosarcoma. Interestingly, their study also showed that TGFBR3 can activate EMT as a promoter of lung metastasis (30). Similarly, Liu *et al.* found that TGFBR3 plays a dual role in bladder cancer (31). Another study showed that the hsa_circ_0070100-hsa-miR-27a-3p/hsa-miR-27b-3p-TGFBR3 axis may play a regulatory role in the occurrence, development, migration, and survival of PTC (23). Down-regulation of TGFBR3 enhanced the malignant phenotype of esophageal squamous cell carcinoma (32). Our study found that TGFBR3 expression was down-regulated in PTC.

BRAF mutations, primarily occurring at codon V600, are the most common alterations in PTC and are found in approximately 60% of cases (25). The BRAFV600E mutation is linked to aggressive clinicopathologic features such as lymph node metastases, extrathyroidal extension, advanced stage, and unfavorable clinical outcomes (33, 34, 35). Our study found that the expression of TGFBR3 is positively correlated with BRAF-RAS score, while negatively associated with recurrence risk. The higher the degree of differentiation, the better the prognosis of thyroid cancer. Studies have shown that metastatic thyroid cancer with a high TDS score has a special response to radioactive iodine therapy (36). Consistent with our research, we showed that TGFBR3 expression level is positively correlated with TDS.

It has been reported in various types of cancer that EMT leads to increased tumor migration and aggressiveness. In the mechanism of tumorigenesis, the expression of the epithelial-related genes (such as E-cadherin and Claudins) is inhibited while the expression of mesenchymal-related genes (such as N-cadherin, Snail, ZEB, and Vimentin) is activated (37). The down-regulated expression of E-cadherin is associated with the migration and invasion of malignant tumors (38). Activation of N-cadherin can promote the metastasis of cervical cancer cells (39). The decreased expression of ZEB1 and N-cadherin inhibited the migration and invasion of BCPAP (40). HPIP knockout can inhibit the expression of N-cadherin in PTC and promote the expression of E-cadherin, thereby inhibiting EMT, proliferation, migration, and invasion of thyroid cancer *in vivo* and *in vitro* (41). Our study suggested that TGFBR3 could influence the EMT process in PTC progression. qRT-PCR showed that the expression of Snail, GDF15, THBS1, MCAM, and N-cadherin was down-regulated after overexpression of TGFBR3, and Claudin1 was up-regulated.

In addition, AKT also plays a crucial role in the regulation of EMT. It regulates EMT either through the non-classical Smad pathway of TGFβ or through the tyrosine kinase receptor or integrin-mediated AKT pathway. Downregulation of TGFBR3 expression can promote the EMT process of liver cancer by inducing activation of the SMAD2 and AKT pathways, thus promoting its progression (42). CircNDST1 can promote the interaction between CSNK2A1 and AKT, activate the PI3K/AKT pathway and EMT, and affect the migration and invasion ability of the KTC1 cell line (43). Our study showed that overexpression of TGFBR3 could down-regulate the protein expressions of N-cadherin and Snail1 during EMT, and suppress the expression levels of phosphorylated PI3K/AKT and Claudin1. But whether TGFBR3 regulates the EMT process through PI3K/AKT in PTC needs to be further explored.

In terms of tumor progression, the influence of the tumor microenvironment (TME) on PTC should not be underestimated. EMC remodeling, apoptosis, angiogenesis, and EMT are simultaneously involved in the occurrence and development of thyroid cancer in TME (44). Our sequencing results also showed that many differentially expressed genes were mainly related to tumor invasion and metastasis, apoptosis, and angiogenesis, and overexpression of TGFBR3 could inhibit the expression of the above-related genes, including FAT3, RUNX1T1, MMP19, LOXL4, SNAI1, SEMA5A, TGFB2, WNT2B, BMP4, CDH2, MCAM, GDF15, GFRA1, and THBS1, etc. Among them, GDF15 is significantly down-regulated in the TGFBR3 overexpression group, which is consistent with previous studies reporting that GDF15-induced STAT3 can promote thyroid cancer invasion (45). 

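Among apoptosis and angiogenesis genes, changes went in both directions in TGFBR3-overexpressing KTC1 cells. Of 39 apoptosis genes tested, 13 fell, 7 rose and 19 did not pass the test (15 fell and 9 rose when adjusted over the list alone). BID, which promotes cell death, was at 26.2 ± 0.989 FPKM in vector control cells and 18.3 ± 0.480 FPKM in TGFBR3-overexpressing cells (SD, n = 3 each), and BIRC3, which inhibits it, also fell. BAK1, at 20.8 ± 1.90 and 30.4 ± 0.989 FPKM (SD, n = 3 each), and the death receptor gene FAS, at 9.55 ± 0.174 and 12.5 ± 0.472 FPKM (SD, n = 3 each), both of which promote cell death, rose.

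Of 31 angiogenesis genes tested, 12 fell, 7 rose and 12 did not pass the test (15 fell and 7 rose when adjusted over the list alone). THBS1, an inhibitor of angiogenesis, was at 201 ± 8.38 FPKM in vector control cells and 89.1 ± 3.92 FPKM in TGFBR3-overexpressing cells (SD, n = 3 each), and MCAM was at 12.6 ± 0.142 and 5.63 ± 0.116 FPKM. ANGPTL4 rose, from 45.0 ± 1.90 to 82.5 ± 2.38 FPKM (SD, n = 3 each), as did VEGFA, the main growth factor of blood vessels. With limma's camera both lists were lower than the other genes (adjusted p = 0.0246 for apoptosis and 0.00645 for angiogenesis). With an estimated correlation the adjusted p was 0.170 for each, and among protein-coding genes only the apoptosis list had an adjusted p of 0.0587, settings chosen after seeing the data. With fgsea, also added after seeing the data for these lists, neither passed (adjusted p = 0.141 for apoptosis and 0.142 for angiogenesis). With fry, set before the data were examined and testing against no change, both were lower (adjusted p = 0.00597 for apoptosis and 0.0148 for angiogenesis). Of the genes changed at least 2-fold, 5 were on the angiogenesis list, VEGFA and TIE1 higher and THBS1, MCAM and SEMA5A lower, where 0.857 were expected by chance over all genes tested (Fisher's exact test, two-sided, unadjusted p = 0.00149) and 0.532 over protein-coding genes (p = 0.000167). THBS1, MCAM and SEMA5A are also among the genes the study chose on these libraries, so this count is not independent evidence. For the same reason the camera and fry tests of the angiogenesis list are not fully independent evidence. On the apoptosis list 2 were, BIRC3 and TNFSF10, both lower, where 1.08 were expected over all genes tested (Fisher's exact test, two-sided, p = 0.294) and 0.669 over protein-coding genes (p = 0.144). TNFSF10 is named because of this count, and these tests of overlap were chosen after seeing the data.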

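GDF15 (ENSG00000130513), a stress-induced cytokine of the TGF-β superfamily, lies on chromosome 19 of GRCh38.p13 from 18374731 to 18389176, on the plus strand. Its mRNA was at 42.2 ± 0.782 FPKM (SD, n = 3) in vector control KTC1 cells and 15.6 ± 0.906 FPKM (SD, n = 3) in TGFBR3-overexpressing cells. The log2 fold change was -1.43 (standard error 0.048, adjusted p = 7.82e-06 from limma), and each vector control library lay above each TGFBR3-overexpressing library. The gene was covered by 1225 to 1344 fragments in the vector control libraries and by 424 to 531 in the TGFBR3-overexpressing libraries.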

THBS1 expression has been shown to be associated with poor prognosis in medullary thyroid carcinoma (46). In our results, overexpression of TGFBR3 inhibits the expression of these genes.

In summary, we illustrated that TGFBR3 is downregulated, and low expression of TGFBR3 correlates with a worse prognosis in PTC. Overexpression of TGFBR3 inhibited the proliferation, migration, and invasion of PTC cells. TGFBR3 may inhibit the progression of PTC by inhibiting the EMT and PI3K/AKT pathways, which play a tumor suppressor role in PTC. Our data provide new insights into the pathogenesis of PTC and offer a potential target for the treatment of the disease.

## Supplementary Materials

Supplementary Material

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This research was supported by grants from the Guangzhou Science and Technology Projects (2023A04J2190).

## Ethical approval

The Ethics Committee approval was obtained from the Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University.

## Data availability statement

The datasets analyzed for this study can be found in the TCGA (https://cancergenome.nih.gov/), GSE33630 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33630), GSE60542 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60542), GSE29265 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE29265) and GSE3467 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE3467).

## Author contribution statement

Hanrong Zhang; Junxin Chen: Performed the experiments; Analyzed and interpreted the data; Wrote the paper. Xin Chen; Chuimian Zeng; Pengyuan Zhang; Jiewen Jin: Performed the experiments; Wrote the paper. Haipeng Xiao; Yanbing Li: Conceived and designed the experiments. Hongyu Guan; Hai Li: Conceived and designed the experiments; Analyzed and interpreted the data; Contributed reagents, materials, analysis tools, or data; Wrote the paper.

# Supplementary material for: TGFBR3 inhibits progression of papillary thyroid cancer by inhibiting the PI3K/AKT pathway and EMT
**Source:** Endocr Connect. 2024 Nov 21;13(12):e240270. doi: 10.1530/EC-24-0270
**Supplement:** Supplementary Material

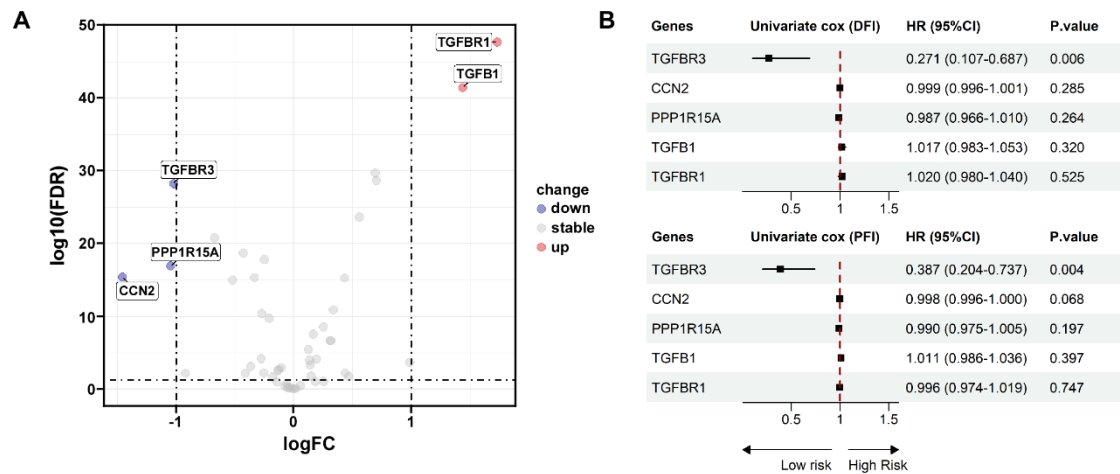

Supplementary Figure 1. (A) Heatmap showing the differential expression of TGF- β pathway-related genes between PTC and normal thyroid tissues using the TCGA-THCA cohort ($|\log|FC| > 1$, $FDR < 0.05$). (B) Univariate Cox regression analysis was used to explore the association between the differentially expressed and the prognosis of PTC patients. TGFB3 was significantly associated with favorable outcomes. PTC, papillary thyroid cancer.

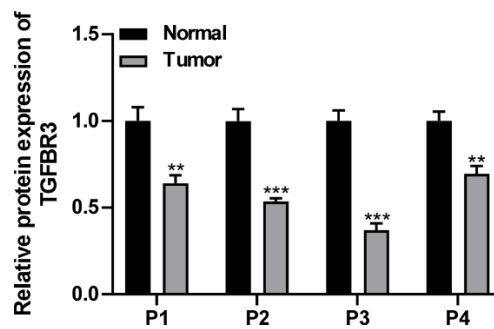

Supplementary Figure 2. Statistical analyses of Western blotting assays in Fig. 1G. *, $P < 0.05$;

** $P < 0.01$; *** $P < 0.001$; #, $p > 0.05$.

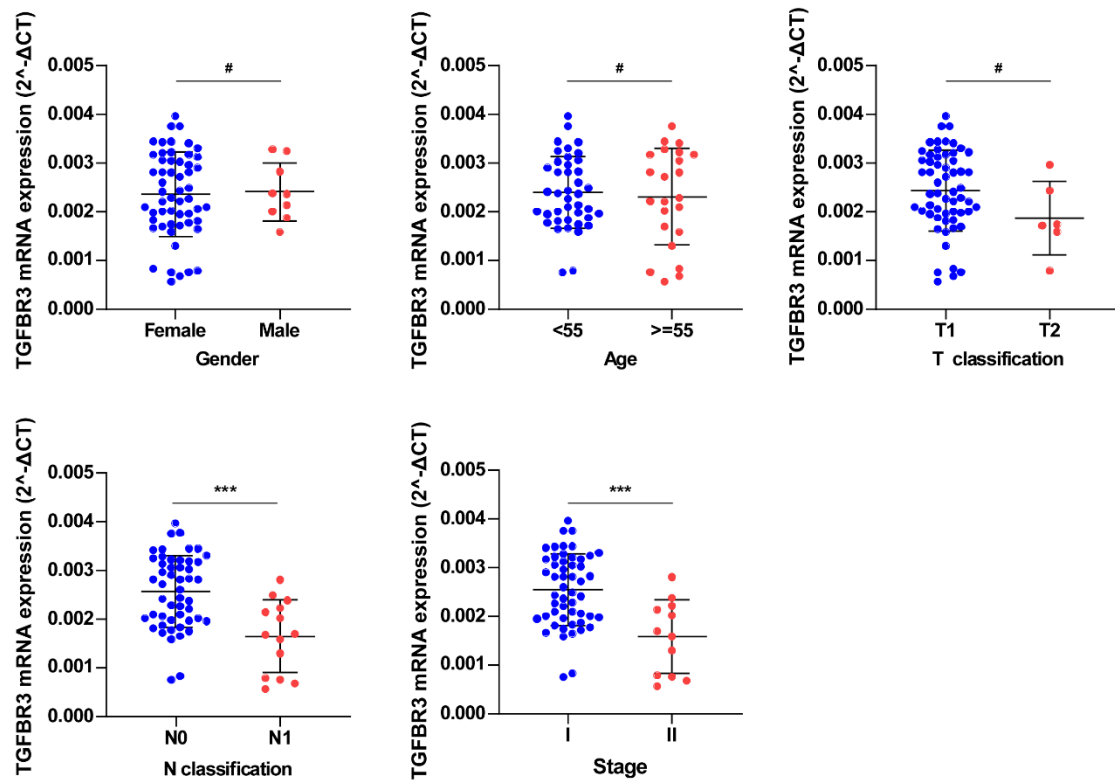

Supplementary Figure 3. Correlation between TGFBR3 mRNA expression and the clinical

features of PTC patient. *, P < 0.05; **P < 0.01; ***P < 0.001; #, p > 0.05.

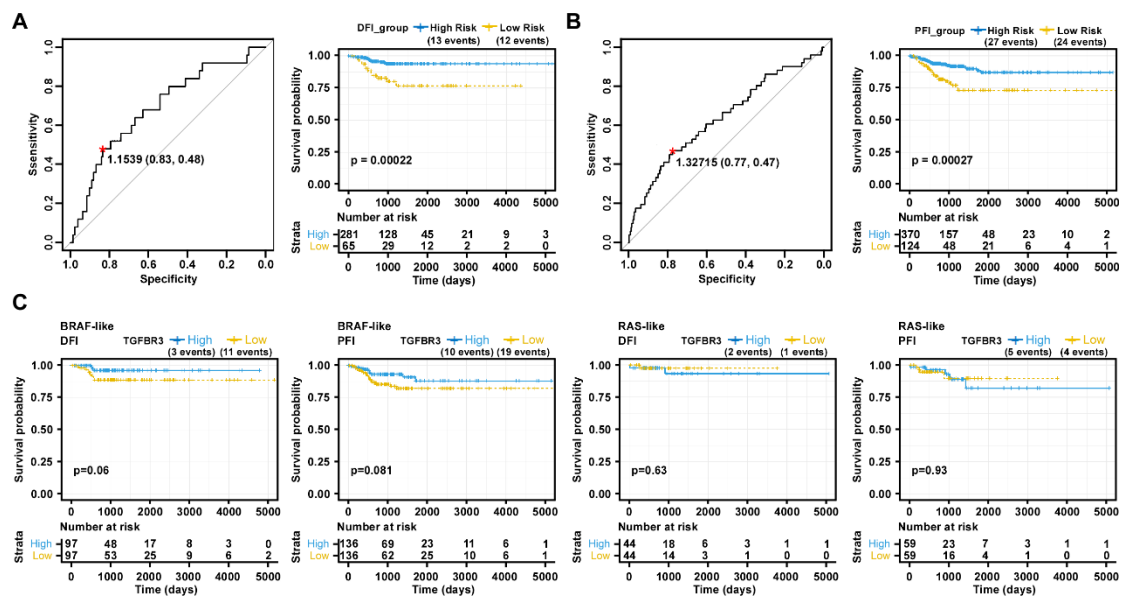

Supplementary Figure 4. (A, B) Receiver operating characteristic (ROC) curves were drawn to

identify optimal cutoffs. Kaplan-Meier analyses of DFI and PFI of PTC patients were performed.

PTC patients were divided into high and low expression groups of TGFBR3 based on the optimal

cutoffs. (C) PTC patients were divided into BRAF-like and RAS-like groups. Kaplan-Meier

analyses of DFI and PFI in both groups were performed. DFI, disease-free interval; PFI, progression-free interval; PTC, papillary thyroid cancer.

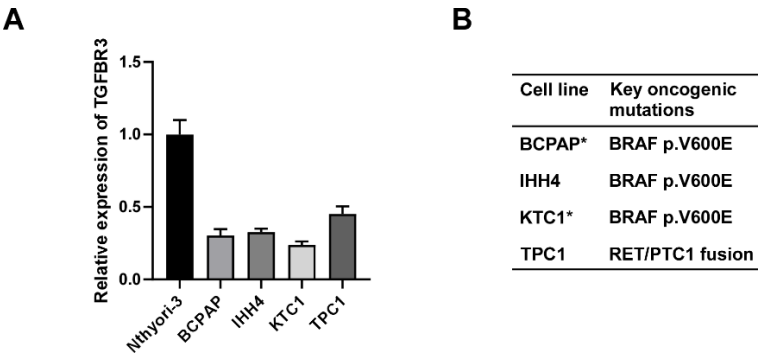

Supplementary Figure 5. (A) TGFBR3 mRNA expression in thyroid epithelial cell line Nthyori-3 and thyroid cancer cell lines BCPAP, IHH4, KTC1 and TPC1 was detected via qRT-PCR. (B) Key oncogenic mutations of PTC cell lines. *, poorly differentiated papillary thyroid cancer.

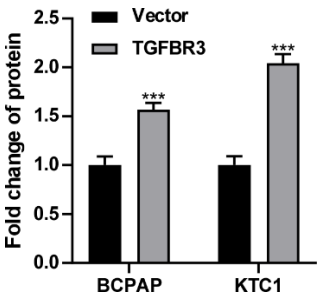

Supplementary Figure 6. Statistical analyses of Western blotting assays in Fig. 4A. *, $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; #, $p > 0.05$.

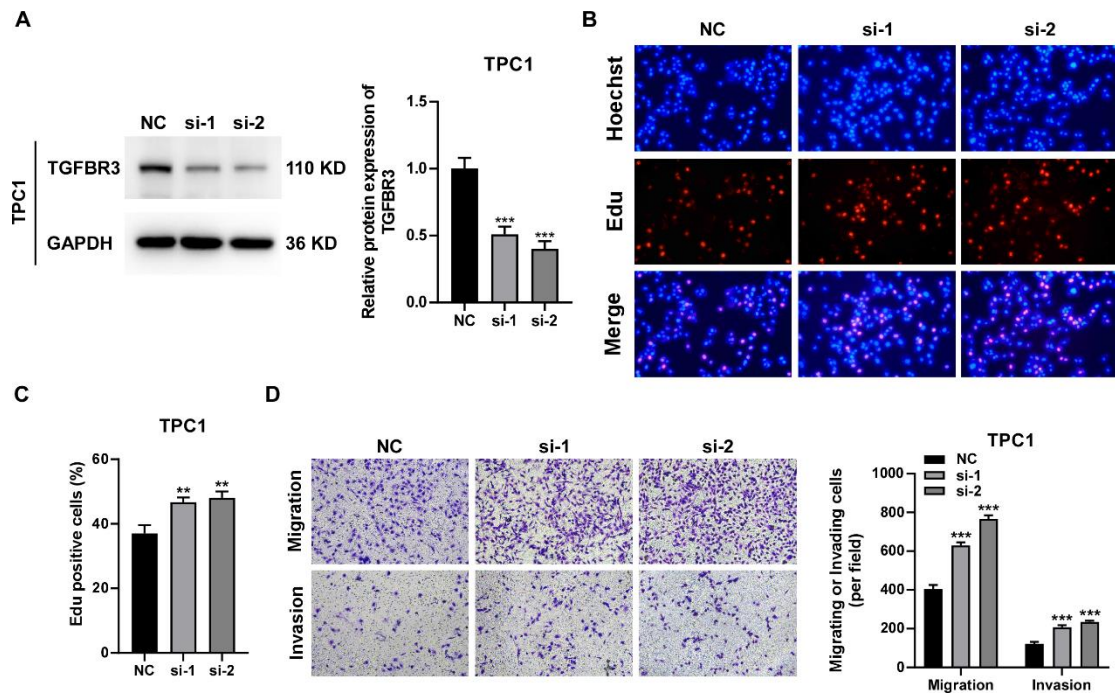

Supplementary Figure 7. Effect of knocking down TGFBR3 on the biological function of PTC cell line TPC1. (A) Knocking down of TGFBR3 in TPC1 was evaluated by Western Blotting. (B, C) EdU assay showed that knocking down of TGFBR3 promoted the proliferation of TPC1. (D) Transwell assay indicated that knocking down of TGFBR3 suppressed the migration and invasion of TPC1. *, $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; #, $p > 0.05$.

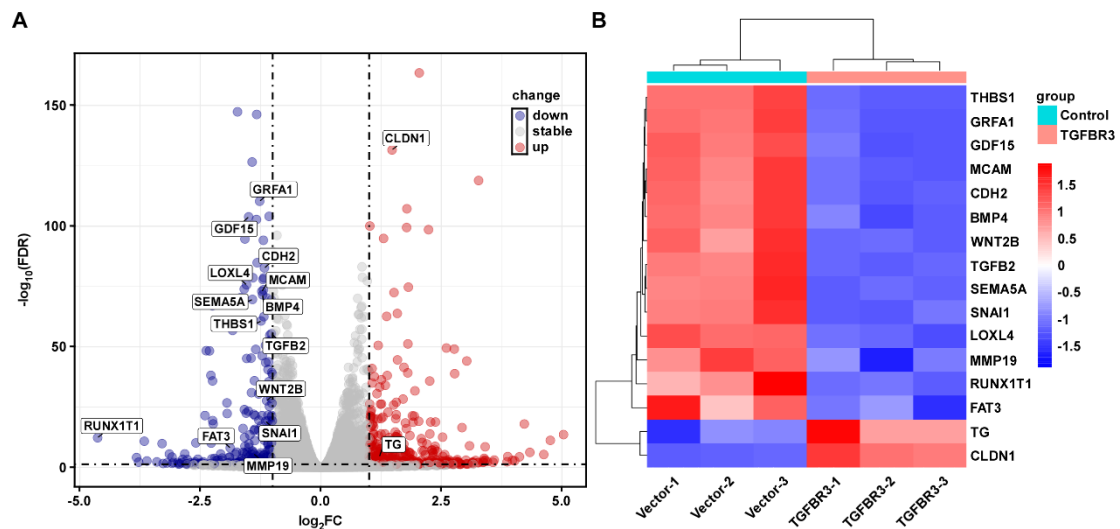

Supplementary Figure 8. Volcano map (A) and heatmap (B) indicating the down-regulated migration and invasion related genes in TGFBR3-overexpressing cells and up-regulated

epithelial-related genes based on the result of RNA sequencing.

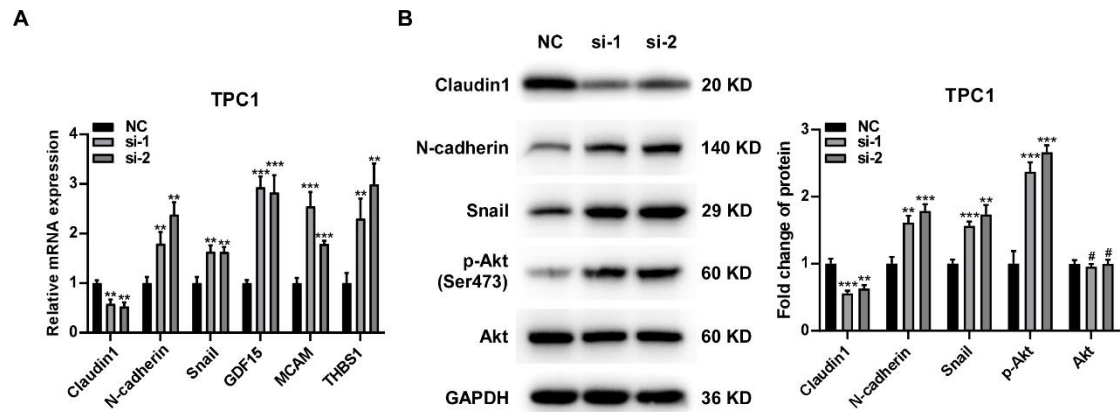

Supplementary Figure 9. Effect of knocking down TGFBR3 on PI3K/AKT pathway and EMT

of PTC cell line TPC1. (A) The mRNA expression levels of Snail, GDF15, THBS1, MCAM, N-cadherin and Claudin1 in si-TGFBR3 TPC1 cells were detected by qRT-PCR. (B) The protein expression levels of Claudin1, N-cadherin, Snail, p-Akt and Akt in si-TGFBR3 TPC1 cells were evaluated by WB. *, $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; #, $p > 0.05$.

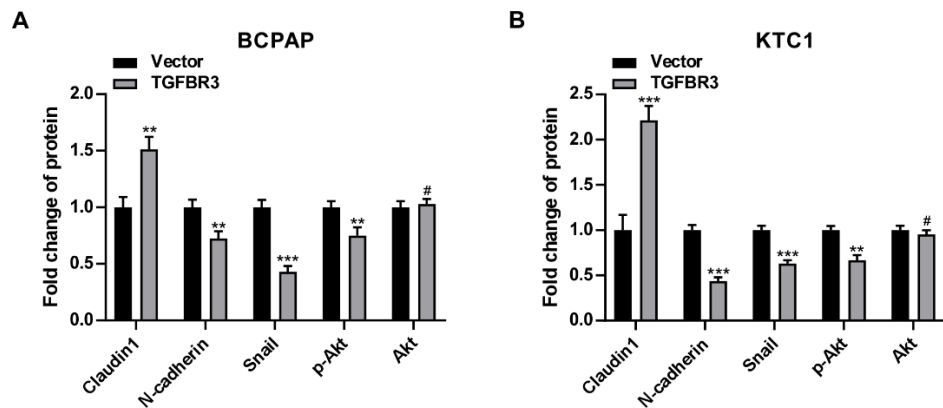

Supplementary Figure 10. Statistical analyses of Western blotting assays in Fig. 5D. *, $P < 0.05$;

** $P < 0.01$; *** $P < 0.001$; #, $p > 0.05$.

Supplementary Table 1. Primers used in the experiment

Gene	Primer sequencing
GAPDH	Forward primer: GAAAGCCTGCCGGTGACTAA
	Reverse primer: GCCCAATACGACCAAATCAGAG
ACTB	Forward primer: ACAGAGCCTCGCCTTTGC
	Reverse primer: GATATCATCATCCATGGTGAGCTGG
TGFB β 3	Forward primer: ACCTGAAATCGTGGTGTTT
	Reverse primer: AAGGTGATGTTTCCGTGGG
Snail1	Forward primer: GGCCTAGCGAGTGGTTCTTC
	Reverse primer: GCTGCTGGAAGGTAAACTCTGG
THBS1	Forward primer: CAGGAGCAACCTCTACTCCG
	Reverse primer: CAGCAGGGATCCTGTGTGT
GDF15	Forward primer: ATACTCACGCCAGAAGTGCG
	Reverse primer: TCTTGCAAGGCTGAGCTGAC
MCAM	Forward primer: AACAGCACCTCCACAGAGAG
	Reverse primer: TCTTACGAGACGGGGGTAGC
N-cadherin	Forward primer: GGCGTTATGTGTGTATCTTCACTG
	Reverse primer: GCAGTTGCTAAACTTCACTGAAAGG
Claudin1	Forward primer: CCAGTCAATGCCAGGTACGA
	Reverse primer: GCTGGAAGGTGCAGGTTTTG

Supplementary Table 2. The primary antibody used in the experiment

**Antibody**	**Company (RRID, Size)**	**Working<br>dilutions**
Anti-TGFBR3	Cell Signaling (AB_10698740, 100 µl)	1:1000
Anti-p-AKT	Cell Signaling (AB_2315049, 100 µl)	1:2000
Anti-Akt	Cell Signaling (AB_915783, 100 µl)	1:1000
Anti-claudin1	Abcam ((AB_3082989, 40 µl)	1:2000
Anti-Snail	Proteintech (AB_2191756, 50 µl)	1:500
Anti-N-cadherin	Proteintech (AB_2881610, 50 µl)	1:5000
Anti-GAPDH	Proteintech (AB_2107436, 50 µl)	1:50000

Supplementary Table 3. Survival analysis of patients stratified at different TGFBR3 expression percentiles based on TCGA-THCA cohort

**Survival**	**Stratification (%)**	**p value**
DFI	25: 75	0.00348
	33: 66	0.02447
	50: 50	0.01041
	66: 33	0.06260
	75: 25	0.03907
PFI	25: 75	0.00027
	33: 66	0.00998
	50: 50	0.01439
	66: 33	0.02059
	75: 25	0.03660

DFI, disease-free interval; PFI, progression-free interval.

Supplementary Table 4. Correlation between TGFBR3 expression level and clinical features of PTC patients in TCGA

Clinicopathologic<br>variables (n)	TGFBR3		p value
	Low	High	
Age, years			
<45 (223)	104	119	0.3341
≥45 (272)	143	129	
Gender			
Male (130)	59	71	0.3579
Female (365)	188	177	
TNM stage			
I and II (328)	153	175	0.0887
III and IV (165)	94	71	
Unknown (2)			
T classification			
T1 and T2 (307)	139	168	0.0870
T3 and T4 (186)	107	79	
Unknown (2)			
Lymph node<br>metastasis			
No (226)	110	116	0.0921
Yes (219)	119	100	
Unknown (50)

How the deposited data were processed for this re-analysis (not part of the article)

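Gene expression was measured by RNA sequencing in 6 samples of the PTC cell line KTC1, 3 infected with an empty vector and 3 with a TGFBR3-overexpressing vector. The condition and replicate of each sample were taken from its labels and from the names of the table's columns. According to the paper, total RNA was extracted with TRIzol and libraries were made with the TruSeq Stranded mRNA kit and sequenced as read pairs on a NovaSeq. The submitters' notes say that poly(A) RNA was purified for the libraries. The authors deposited a single table with FPKM for 60664 genes, their Ensembl identifiers, symbols, types, exon lengths and coordinates on GRCh38.p13. The submitters' processing notes name the aligner HISAT2, the counting tool HTSeq and DESeq2, without versions or roles. How the counting treated strand, overlapping genes and reads that map to several places is not given in the sources used here, so levels of overlapping or antisense genes and of genes with near-identical copies are uncertain.

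FPKM values are not counts, and limma was the main test. The deposited FPKM, multiplied by exon length, rose in steps of 1 fragment. With these steps 100% of the values above 0 came out within 0.001 of a whole number, and the fragments of each library, 23306005 to 27232606, summed to the total behind its FPKM. The table therefore holds fragments assigned to genes scaled by exon length and by the total assigned to genes. The values were not rescaled between libraries for the main test.

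The main comparison was TGFBR3-overexpressing against vector control cells with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.1), with an intensity trend in the moderation of the variance and no covariates, over the 19671 genes with a mean of at least 0.1 FPKM. P-values were adjusted by the Benjamini-Hochberg method. Counts of changed genes used an adjusted p under 0.05 and a change of at least 2-fold, the fold threshold the paper gives. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation (set before the data were examined for the EMT, PI3K/AKT and cancer pathways lists, and added for the others after seeing the data), with fry, and with a preranked test in fgsea 1.28.0 on log2 fold changes (set and added for the same lists as the estimated correlation), adjusted over 35 lists. Among the 35, the lists of the invasion genes and of the epithelial genes CLDN1 and TG were taken from the paper, which chose them on these libraries. The other lists were recalled from general knowledge. Symbols were matched in full to the table, and all lists were fixed, like the main settings and most alternatives, before the data were examined. The overlap of the PI3K/AKT list with the genes changed at least 2-fold was tested with Fisher's exact test, two-sided, and after seeing the data the EMT, cancer pathways, apoptosis and angiogenesis lists were tested in the same way. Shares of fragments were compared with an exact two-sided permutation test, in which 3 libraries against 3 cannot give a p under 0.1.

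The genes named are TGFBR3, the genes the paper names for the sequenced cells, the 10 largest rises and 10 largest falls among protein-coding genes with an adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between the groups, and from each list up to 2 members that rose and 2 that fell with the smallest adjusted p. The few named outside this rule are marked as such.

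The test was checked on simulated fragments drawn for the real genes at the real depths, with known changes. Limma on log2(FPKM + 0.1), run on 19169 genes, recovered 51.0% of 49 genes changed 1.5-fold, 60% of 50 changed 2-fold, 81.6% of 49 raised 4-fold and 81.8% of 44 lowered 4-fold. Of its 153 calls, 22 were genes that had not been changed, or 14.4%, above the nominal 5%, and 3 of these 22 had a mean of at least 1 FPKM. At a change of at least 2-fold, 19 of 111 calls were unchanged genes, so calls of genes of low abundance are less certain than the adjusted p states. Limma's voom on the recovered fragments made 150 calls, 5 of them unchanged genes. Of 300 random lists of 100 genes, camera called 0.333% at an unadjusted p under 0.05. The simulated genes were drawn independently of each other with the same assumed dispersion, so this does not calibrate camera for lists of correlated genes. Far fewer genes were changed in the simulation than the real test called, 2817 higher and 1797 lower of 19671. Recovery and the share of unchanged genes among the calls depend on how many genes change, so these percentages do not carry over directly.

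The alternatives were pseudocounts of 1 and 0.01, no filter, a filter at a mean of 1 FPKM, scaling by the median of ratios, quantile normalization, equal library totals (TPM), no intensity trend, library weights, an unadjusted p, the replicate number as a block, and leaving out each library in turn. Voom on the recovered fragments, protein-coding genes only, and protein-coding genes as the background of Fisher's test were added after seeing the data. The tumor and patient data sets of the paper, the BCPAP and TPC1 cells, qRT-PCR and Western blots were not analysed here.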

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

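The split of the cell cycle list into replication and mitosis genes, the test of MAPK output genes outside the immediate-early list, the comparison of olfactory receptor and lncRNA levels, the test of the lncRNA difference across scalings, the counts with voom and the estimated correlation for the MAPK output and histone lists were chosen only after the results were seen.

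The paper's text gives no result from the sequenced cells for these genes. DNA replication and mitosis genes moved apart in TGFBR3-overexpressing cells. Of 31 replication genes tested 22 fell and 0 rose with limma (25 and 1 at an unadjusted p, 23 and 0 with voom, median log2 fold change -0.30), with MCM6, a subunit of the replicative helicase, at -0.68 and MCM4 at -0.34. Of 27 mitosis genes tested 24 rose and 0 fell with limma (26 and 0 at an unadjusted p, 25 and 0 with voom, median 0.60), with cyclin B1 (CCNB1) at 0.90 and the mitotic kinase AURKA at 0.85 (all calls from limma at an adjusted p under 0.05). The whole cell cycle list, 24 rose and 22 fell of 59, had a camera adjusted p of 0.820, and its median of 0.04 was -0.020 with the median of ratios.

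Gene length and expression level do not account for this, since the replication median lay at percentile 0 and the mitosis median at percentile 100 of 10000 random lists matched on both. Scaling does not either: under 3 other scalings the smaller of the medians was never below 0.295 in size. No single library made the difference, since the gap between the medians was at least 0.876 without each library in turn. Replication-dependent histone genes, which are transcribed in S phase, did not fall with the replication genes (9 rose and 1 fell of 38, median log2 fold change 0.52, camera adjusted p = 0.00716, and 0.129 as the adjusted p with an estimated correlation), but the libraries were made from poly(A) RNA and most transcripts of these genes lack a poly(A) tail, so their level is a poor measure of S phase here. In the paper's EdU assay, not analysed here, a smaller share of cells was stained in TGFBR3-overexpressing PTC cells, made from BCPAP and KTC1. A different distribution of the cells over the phases of the cycle, cell density at harvest and differences between stable lines other than TGFBR3 were not tested with these libraries. They stay open, as does an effect of TGFBR3 itself.

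MAPK output genes, transcripts induced by ERK signaling, were higher in TGFBR3-overexpressing cells (Fig. 5B lists a MAPK signaling pathway, for which the paper's text gives no result from these cells): 21 of 25 rose and 1 fell (median log2 fold change 0.55, camera adjusted p = 3.88e-08 from limma, and 0.0488 as the adjusted p with an estimated correlation). The phosphatase gene DUSP5 was at 0.76, the transcription factor gene ETV5 at 0.71 and the gene that fell, EPHA4, at -0.91. Handling of the cells could raise immediate-early genes. The 22 members outside the immediate-early and heat shock list had a median of 0.54, so the 3 members on it do not make the difference alone. The immediate-early and heat shock list itself, 11 rose and 2 fell of 20, had a camera adjusted p of 0.193 but passed fry as higher (adjusted p = 0.00117). The test removed only 3 of the 25 members and cannot exclude handling, which stays open. Gene length and expression level do not account for it (percentile 100 of matched random lists), and neither does scaling (lowest median 0.482 over 3 scalings). Higher ERK activity in this stable line is a hypothesis that phosphorylated ERK would test, and whether TGFBR3 or a difference between the stable lines lies behind it stays open.

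LncRNA genes had a median log2 fold change of 0.25 over 3839 genes, and of 0.08 with quantile normalization. Protein-coding genes matched on FPKM had a median of 0.12, a gap of 0.130, and the gap was at least 0.131 under 3 other scalings. Low abundance, which the matched genes share, therefore does not account for the whole lncRNA median. What gives the matched genes their median was not tested. Genomic DNA carried into the libraries would raise the share of fragments on olfactory receptor genes, and this share was higher in each TGFBR3-overexpressing library than in each vector control library, by 1.17 times on average, as that explanation had predicted. The fragments themselves, 158 to 193 per library against 141 to 170, overlapped. Their rise was 1.43% of the median rise in FPKM of lncRNA genes, too small for genomic DNA as the source of the whole rise under even coverage, so a part from genomic DNA stays open. Unspliced or nuclear RNA and a biological rise were not tested and also stay open.

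FOXO target genes had a median log2 fold change of -0.27 (2 rose and 15 fell of 27). Among single genes that the paper does not name, the log2 fold change was 3.93 for SLPI, 3.35 for CAMP, 2.71 for CHI3L2, 2.36 for RSAD2, 2.24 for TMEM238, 2.17 for XDH, 2.01 for CRYM, 1.90 for AGXT2 and 1.84 for CHAC1. Among those that fell it was -2.25 for ID3, -2.19 for CLIC3, -2.16 for CCL2, -2.14 for NAT8, -2.09 for RARRES2, -2.0 for PDGFRB, -1.66 for GAL3ST1, -1.64 for BIRC3, -1.51 for DYSF and -1.51 for PLAC8.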

How the results depend on the processing

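Voom on the recovered fragments, protein-coding genes only, protein-coding genes as the background of Fisher's test, and the estimated correlation and fgsea for lists other than EMT, PI3K/AKT and cancer pathways were chosen only after the results were seen. TGFBR3 stayed higher under all alternatives (log2 fold change 3.13 to 3.6), and with camera at the preset correlation the EMT, PI3K/AKT and cancer pathways lists stayed lower than the other genes, with an adjusted p from 0.000799 to 0.0170, from 0.00240 to 0.0483 and from 0.000276 to 0.0156. By that test 18 to 23 of the 35 lists passed over the alternatives (22 in the main test), whereas 3 passed with an estimated correlation, 9 with fgsea and 27 with fry, which tests a list against no change and not against other genes. The genes higher in TGFBR3-overexpressing cells and the genes lower in TGFBR3-overexpressing cells numbered 61 and 40 with pseudocount 1, 164 and 75 with a mean FPKM of at least 1, 245 and 219 with quantile normalization, 640 and 226 with an unadjusted p, 180 and 93 with protein-coding genes only, and 295 to 388 and 123 to 147 without one library. The filters test fewer genes, and the other causes were not tested. With voom on recovered fragments 537 were higher and 182 lower, and 451 of the 544 genes called in the main test were among them. The study's invasion genes lower numbered 10 to 13, and 11 to 13 without one library. Of the 22 calls an estimated correlation left 3, those of the EMT, FOXO target and MAPK output lists (0.0488 each), and it ended the calls of the PI3K/AKT and cancer pathways lists (adjusted p = 0.148 each) and of the apoptosis and angiogenesis lists (0.170 each). The estimate for the PI3K/AKT list was 0.0097, under the preset value, so correlation among its genes did not end that call. With an estimate, camera refers its statistic to the few residual degrees of freedom of the 6 libraries, and with the preset value to many more. This can raise p even where the estimate is low. For the EMT list, with an estimate of -0.0050, the unadjusted camera p went from 0.000243 to 0.00418. A call lost with the estimate is therefore not by itself evidence of correlation among the genes of a list. Of the sublists, matrix and integrins (0.262) and kinases and effectors (0.187) did not pass, and apoptosis was at 0.0587 with protein-coding genes only. The PI3K/AKT list's share of genes changed at least 2-fold was above chance with pseudocount 1 (Fisher's exact p = 0.0280), and the cause was not tested. Lists that passed in no direction changed sign: endothelial markers with the median of ratios (0.930), housekeeping genes with quantile normalization (0.30), the cell cycle with no intensity trend (0.956) and a replicate block (0.993), WNT genes with voom (0.997), and immune markers without vector control replicate 1 (0.920) or TGFBR3-overexpressing replicate 1 (0.743), against 0.702 to 0.972 over all the libraries left out in turn. For the named genes, 1468 comparisons with an alternative on all 6 libraries kept the call and its direction, 15 lost it and 4 gained it, and 663 kept it and 27 lost it without one library. With the replicate block 328 genes were higher and 123 lower, and the replicate numbers do not pair the samples: the deviations of same-numbered libraries correlated at -0.011, -0.0053 and 0.021. The DESeq2 alternative, set only for a table deposited as counts, was not run, and of the count models only limma's voom was run on the recovered fragments. Depth limits the genes of low abundance most: the higher genes had a median of 18.4 fragments per library.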

Differences from the paper's values

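The voom and protein-coding settings named here were chosen only after the results were seen. The paper gives 339 higher and 189 lower genes at a P under 0.05, without saying in its text whether P was adjusted, and Supplementary Figure 8A plots FDR. Counts of 404 and 140 were found here with an adjusted p, within 1.5 times of the paper's. With an unadjusted p they were 640 and 226, of which the higher genes exceeded 1.5 times the paper's count and the lower genes did not. Scaling by the median of ratios gave 339 higher genes, the paper's count, with 165 lower. It is 1 of the alternatives set before the data were examined and is not given as the paper's method.

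In Fig. 5B the PI3K/AKT pathway holds about 45 differentially expressed genes, read by eye, against 6 of the 223 listed genes tested here. Under every alternative set before the data were examined the number was 4 to 8, so none comes within 1.5 times of the paper's value. The threshold behind the figure is uncertain, since its gene ratio, read by eye, implies more differentially expressed genes than the paper's text gives. Without the fold threshold 41 of the listed genes rose and 55 fell here. The list used here was recalled from general knowledge and is not KEGG's own.

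By qRT-PCR in KTC1 cells, another assay, the paper's ratio of TGFBR3-overexpressing to vector cells in Fig. 5D is about 1.6 for CLDN1, read by eye, against a ratio of FPKM of 2.91 here (2.79 to 3.04 over the alternatives that change it). For GDF15 the paper's ratio is about 0.67, read by eye, against 0.370 here (0.355 to 0.383). None of these alternatives comes within 1.5 times of the paper's values. The ratios here for CDH2 (0.466), SNAI1 (0.475), MCAM (0.449) and THBS1 (0.444) lie within 1.5 times of the paper's.

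The paper lists TG among genes that rose. Here its log2 fold change was 0.80 with an adjusted p of 0.125 from limma. It passed with no intensity trend (adjusted p = 0.0179 from limma) and with an unadjusted p (0.0421), both set before the data were examined, and with voom (0.00106) and protein-coding genes only (0.0208), both chosen after seeing the values. The paper also lists FAT3 as lower. It lay under the filter here and was not called with no filter (adjusted p = 0.0949 from limma), although it was lower, at 0.0347 against 0.123 FPKM (51 fragments against 185, a ratio of 0.283), and the other 13 invasion-related genes it lists fell. Of these, TGFB2 and WNT2B lay under 2-fold on the log2(FPKM + 0.1) scale (-0.95 each), with ratios of mean FPKM of 0.515 and 0.482, and both passed 2-fold with the median of ratios (-1.01 for TGFB2 and -1.00 for WNT2B). TGFB2 also passed without TGFBR3-overexpressing replicate 3 (-1.00), and WNT2B with pseudocount 0.01 (-1.04), quantile normalization (-1.13) and voom (-1.06). In the other direction, RUNX1T1 (-0.37), MMP19 (-0.40) and SNAI1 (-0.86) lay under 2-fold with pseudocount 1, as did MMP19 without TGFBR3-overexpressing replicate 1 (-0.91) and SNAI1 without TGFBR3-overexpressing replicate 2 (-0.98).

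From its KEGG enrichment analysis, the paper states that TGFBR3 overexpression inhibited expression of the PI3K/AKT pathway. By Western blot, not analysed here, it also reports less phosphorylated AKT in TGFBR3-overexpressing KTC1 and BCPAP cells. It reports the opposite trend after TGFBR3 knockdown in TPC1 cells. The tests of the PI3K/AKT list here measure mRNA, not phosphorylation. Here the list was lower with camera at the preset correlation (adjusted p = 0.0159) but not with an estimated correlation (0.148), the ligands and receptors were lower with the preset (0.000284) but not with the estimate (0.0866, chosen after seeing the data), and the kinases and effectors did not pass with either (0.187 and 0.170), although they passed as lower with the median of ratios (0.0185). With fgsea the list was lower (normalized enrichment score -1.37, adjusted p = 0.00994), as were the ligands and receptors (adjusted p = 0.0229). With fry, set before the data were examined and testing against no change, the list was lower (adjusted p = 0.0158). So were the ligands and receptors (fry adjusted p = 0.00116) and the kinases and effectors (0.0481), but not the matrix and integrin genes (0.512). The list was not enriched among the genes changed at least 2-fold (Fisher's exact p = 1), except with pseudocount 1 (p = 0.0280). In Fig. 5C the enrichment scores of both gene sets are negative. The figure labels the positive end of its ranked list as vector, which would place both sets with TGFBR3-overexpressing cells, whereas the paper's text places them with low TGFBR3. Here a negative score means lower in TGFBR3-overexpressing cells (-1.45 for EMT and -1.46 for cancer pathways). The adjusted P values in Fig. 5C do not pass 0.05, whereas the adjusted p from fgsea here do (0.00951 for EMT and 0.00258 for cancer pathways), and with camera and an estimated correlation that of cancer pathways does not (0.148).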

Other observations

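The test of FOXO target genes, the tests with voom and the estimated correlation and fgsea for the lists given here were chosen only after the results were seen.

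Targets and ligands of the TGF-β family moved in both directions in TGFBR3-overexpressing KTC1 cells. Of 13 BMP target genes tested, 5 fell, among them ID3 and ID1, and 2 rose, NOG, which encodes the BMP antagonist noggin, at a log2 fold change of 0.82, and GATA3, at 1.10 (5 fell and 2 rose when adjusted over the list alone). The call of GATA3 was lost with no filter on low values (adjusted p = 0.0624 from limma), quantile normalization (0.0609) or the replicate block (0.0515). It was also lost without vector control replicate 1 (0.0564) or 3 (0.0608) and without TGFBR3-overexpressing replicate 1 (0.0656), 2 (0.0621) or 3 (0.0858). ID1 was at 60.2 ± 2.32 FPKM in vector control cells and 33.4 ± 2.73 FPKM in TGFBR3-overexpressing cells (SD, n = 3 each). The list was lower with camera (adjusted p = 0.0214 from limma), but not with an estimated correlation (adjusted p = 0.148) or without vector control replicate 2 (adjusted p = 0.0611). Of 27 TGF-β target genes, 7 fell, with CDKN1A at -0.48 and COL4A1 at -0.73, and 4 rose, with TGFBI at 0.88 and ANGPTL4 at 0.87, and the list did not pass (camera adjusted p = 0.141). Of 30 ligands and receptors of the family, 7 fell, among them BMP4 and GDF15, and 5 rose, among them BMP6, at 0.350 ± 0.0397 and 1.24 ± 0.137 FPKM (SD, n = 3 each), and the list did not pass (camera adjusted p = 0.0575). It did pass as lower without vector control replicate 1 (adjusted p = 0.0393), with a filter at a mean of 1 FPKM (0.0302), at an unadjusted p (0.0378) and with voom, chosen after seeing the data (0.0494).

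Cytoplasmic ribosomal protein genes fell in 24 of 73 cases and rose in 0 with limma (38 and 1 at an unadjusted p, 41 and 0 with voom), with a median log2 fold change of -0.13, or -0.059 with quantile normalization. Mitochondrial mRNAs rose in 9 of 13 cases and fell in 0 with limma (11 and 0 at an unadjusted p, 11 and 0 with voom, median 0.29). Both passed camera (adjusted p = 5.21e-11 and 6.29e-05 from limma) but not with an estimated correlation (adjusted p = 0.335 and 0.190), and with fgsea the ribosomal protein genes passed (adjusted p = 1.18e-05) and the mitochondrial mRNAs did not (0.214). Of 38 replication-dependent histone genes 9 rose and 1 fell (camera adjusted p = 0.00716, 0.129 as the adjusted p with an estimated correlation, and 4.59e-05 as that of fgsea), whose transcripts mostly lack the poly(A) tail that the libraries select, and of 28 cholesterol synthesis genes 11 fell and 1 rose (0.00267 and 0.148). Interferon genes, 16 rose and 10 fell of 47, did not pass (camera adjusted p = 0.660), with IFIT1 at 0.87 and GBP1 at -0.82. Of 8 thyroid differentiation genes tested, PAX8 rose, at 0.22, and THRB and GLIS3 fell, at -1.13 and -0.71 (camera adjusted p = 0.550). The list's median was 0.10, its mean -0.067 and its test in the direction of lower, and the median was -0.039 with quantile normalization. Of 29 targets of p53, 11 fell, among them GDF15 and BTG2, at -1.12, and 7 rose (camera adjusted p = 0.00709, and 0.129 as the adjusted p with an estimated correlation). Of 8 fibroblast markers expressed in this line 4 fell, among them PDGFRB and LUM, and FBLN1 rose, at 0.27 (camera adjusted p = 0.00877, and 0.190 as the adjusted p with an estimated correlation).

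A hypothesis set against these values, after they had been seen, was that lower AKT activity acts on transcription through FOXO factors, which AKT keeps out of the nucleus. It predicts higher FOXO target genes. Their median log2 fold change was -0.27, with CCNG2 at -0.82 and the catalase gene CAT at -0.48, and only TRIB1, at 1.23, and BCL6, at 0.43, rose (camera adjusted p = 5.67e-07 from limma, and 0.0488 as the adjusted p with an estimated correlation). These values go against that hypothesis for this list as a whole, but they were known when the prediction was written, so this is not an independent test. They do not measure AKT activity itself, and by Western blot the paper reports less phosphorylated AKT in TGFBR3-overexpressing cells.

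The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. In each case 1 of the 10 splits, the real one, gave a result as large, with results in either direction counted. The real grouping gave 544 genes changed at least 2-fold, against at most 0 in the other splits with limma (269 at an unadjusted p, against 866 with the real grouping, and 0 with voom). For the invasion genes (13 changed in one direction, against at most 0 with limma, 0 at an unadjusted p and 0 with voom) the comparison is void, since the study chose them on these groups. The real grouping gave 22 of 35 lists past camera, against at most 6. These 35 include the study's invasion and epithelial lists, chosen on these groups, so this comparison is in part void as well. The unadjusted camera p was 0.000243 for the EMT list, where the smallest of the other splits was 0.00561, 0.00680 for the PI3K/AKT list, where it was 0.0182, and 0.000583 for the cancer pathways list, where it was 0.00263. Splits that mix the conditions thus also gave an unadjusted camera p under 0.05 for each of these lists. The EMT and cancer pathways lists hold some of the study's invasion genes, so their comparisons are in part void too.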
